# Real-Time Monitoring of Cisplatin-Induced Cell Death

**DOI:** 10.1371/journal.pone.0019714

**Published:** 2011-05-16

**Authors:** Hamed Alborzinia, Suzan Can, Pavlo Holenya, Catharina Scholl, Elke Lederer, Igor Kitanovic, Stefan Wölfl

## Abstract

Since the discovery of cisplatin more than 40 years ago and its clinical introduction in the 1970s an enormous amount of research has gone into elucidating the mechanism of action of cisplatin on tumor cells. With a novel cell biosensor chip system allowing continuous monitoring of respiration, glycolysis, and impedance we followed cisplatin treatment of different cancer cell lines in real-time. Our measurements reveal a first effect on respiration, in all cisplatin treated cell lines, followed with a significant delay by interference with glycolysis in HT-29, HCT-116, HepG2, and MCF-7 cells but not in the cisplatin-resistant cell line MDA-MB-231. Most strikingly, cell death started in all cisplatin-sensitive cell lines within 8 to 11 h of treatment, indicating a clear time frame from exposure, first response to cisplatin lesions, to cell fate decision. The time points of most significant changes were selected for more detailed analysis of cisplatin response in the breast cancer cell line MCF-7. Phosphorylation of selected signal transduction mediators connected with cellular proliferation, as well as changes in gene expression, were analyzed in samples obtained directly from sensor chips at the time points when changes in glycolysis and impedance occurred.

Our online cell biosensor measurements reveal for the first time the time scale of metabolic response until onset of cell death under cisplatin treatment, which is in good agreement with models of p53-mediated cell fate decision.

## Introduction

Cisplatin has been used in cancer chemotherapy for more than 30 years against different human tumors, since its approval by the FDA in 1978 [1], [2]. DNA is the proven primary target of cisplatin, and cisplatin adduct formation effects many DNA-dependent cellular functions, including inhibition of replication and transcription, cell cycle arrest, and DNA damage leading to cell death and apoptosis, but may also result in mutations [3], [4], [5], [6]. Despite clarity about the basic mechanism of cisplatin toxicity leading to induce cell death in sensitive cells [3], it still remains unclear how cisplatin triggers cell death over time in a cell population. We used a cell biosensor chip system for continuous monitoring of changes in cell metabolism and cell morphology for time-resolved analysis of cisplatin action on tumor cells including the breast cancer cell lines MCF-7 (p53 wild type) and MDA-MB-231 (p53 mutant), the colon cancer cell lines HT-29 and HCT-116, and the hepatocellular carcinoma HepG2.

The biosensor chip system used (Bionas 2500) allows simultaneous measurement o f several metabolic parameters of the specific cells grown on the biosensor chip (Fig. 1*A*–*B*), in our case (*i*) glycolytic activity measured as pH change, (*ii*) cellular respiration measured as oxygen consumption, and (*iii*) cellular morphology, adhesion, cell–cell interactions, and membrane functionality measured as cellular impedance [7], [8], [9].

**Figure 1:**
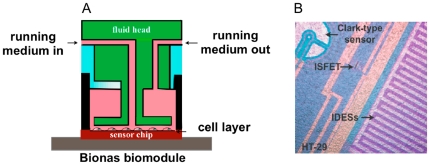
Outline of the cell biosensor chip system. *A*, schematic diagram of the flow system for biosensor chip analysis, showing the inlet and outlet for running medium and the small incubation chamber. *B*, picture of cells (HT29) growing on biosensor chip. Electrode sensors are visible and marked: ISFET: pH sensor; Clark-type sensor: O_2_ sensor; IDESs; interdigitated electrodes for impedance measurements.

Monitoring the cellular response to cisplatin in real time we observed distinct time profiles for changes in respiration, glycolysis, and impedance. The observed drastic change of impedance is a clear indicator for the onset of cell death. Although respiration was the first parameter affected by cisplatin, experiments with isolated mitochondria showed no immediate effect of cisplatin on mitochondrial respiratory activity in a time frame when respiration of intact cells was clearly reduced. At time points of most significant changes in the breast cancer cell line MCF-7 we performed more detailed analysis of signal transduction connected with cell proliferation and of gene expression. Interestingly, no significant change of analyzed pathways could be detected when glycolysis and impedance changes occurred, at 8 and 11 h upon cisplatin treatment, respectively, while after 24 h a decrease in p-Akt1 and p-GSK-3β reflected reduced pro-survival signaling. Pro-apoptotic regulation was visible by changes in gene expression. Expression of several pro-apoptotic genes was already induced when glycolysis changed and much more so when impedance changed at onset of cell death. In contrast, stress response genes were strongly regulated when glycolysis changed but did not show much further induction when impedance changed. This suggests that in response to cisplatin, first an initial general stress response is activated before pro-apoptotic cell fate decision. The time frames observed in our online measurements indicate that this crucial transition occurs at around 10 h upon cisplatin treatment.

## Results

### Changes in cellular metabolism in response to cisplatin

Cisplatin was applied to the cancer cell lines MCF-7, HT-29, HCT-116, and HepG2 and the response measured by the cell Bionas 2500 biosensor system (Fig. 2*A–L*). MCF-7 cells did not respond immediately to cisplatin. It rather took about 5–6 h before cellular respiration decreased, followed by an increase in glycolysis after 8–9 h upon treatment with 50 µM cisplatin. After these metabolic changes a drastic decrease in cellular impedance occurred at about 10–11 h after exposure to cisplatin (Fig. 2 *C*), which reflects the onset of cisplatin induced cell death. High cisplatin concentrations showed a more rapid and severe response. This response profile is very characteristic for MCF-7 cells. The colon carcinoma cells, HT-29 and HCT-116, show a significantly different response. Both cell lines show an immediate decrease in respiration but no significant change in glycolysis before cells started to die, seen by a significant decrease of impedance at about 8–9 h in HCT-116 cells and at about 10–11 h in HT-29 cells (Fig. 2*F*, *I*). Cell death is also reflected in the complete reduction of metabolism, in particular the decrease of glycolysis slightly pre-running the impedance change. The transient increase of impedance visible in HCT-116 cells (Fig. 2*I*) was observed in all experiments and indicates a change in cell interactions in response to the treatment before induction of cell death.

**Figure 2:**
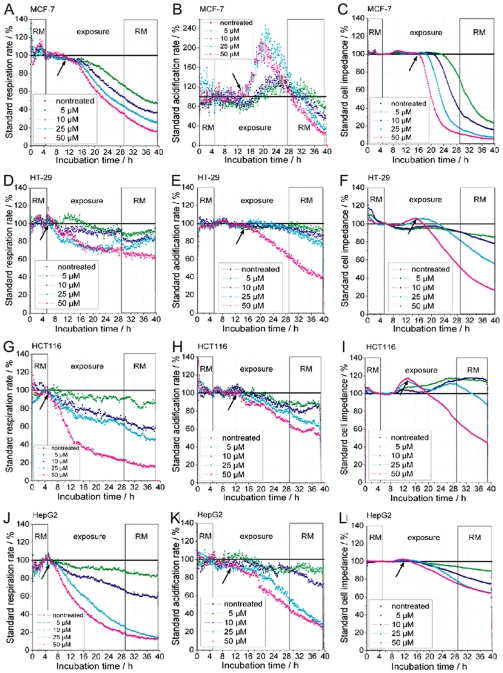
Real-time response profiles of cellular respiration, glycolysis, and impedance upon cisplatin treatment. Cisplatin treatment started after 5 h of equilibration of cancer cell tissue cultures in the biosensor chip system and was continued over 24 h. RM (running medium) marks cisplatin-free medium; exposure marks time when cisplatin was presented at indicated concentrations (cisplatin-free control, 5 µM, 10 µM, 25 µM, 50 µM). *A*,*D*,*G*,*J*, change in respiration (oxygen in the medium), *B*,*E*,*H*,*K*, glycolysis, depicted as change in acidification of the medium (extracellular pH), *C*,*F*,*I*,*L*, change in impedance of the cell layer (potential between interdigitated electrodes) using four cancer cells lines, *A*,*B*,*C*, MCF-7, *D*,*E*,*F*, HT-29, *G*,*H*,*I*, HCT-116, and *J*,*K*,*L*, HepG2. *Arrows* indicate the time points of significant changes at the highest concentration (50 µM) of cisplatin used.

Treatment of HepG2 cells also led to an immediate decrease in respiration and a delayed decrease in glycolysis (Fig. 1*J–L*). Again cells start to die independent of the applied cisplatin concentration after about 8–9 h, although the extent of cell death is concentration dependent. An overview of the response time frame of the above cell lines to 50 µM cisplatin is presented in Table 1. Regarding the cisplatin-resistant breast cancer cell line MDA-MB-231 it should be noted that, while cisplatin had no effect on glycolysis and cellular impedance, a decrease in respiration could be observed at the highest (50 µM) cisplatin concentration, clearly indicating that these cells sense cisplatin but are not sensitive to cisplatin induced cell death (Fig. 3).

**Figure 3:**
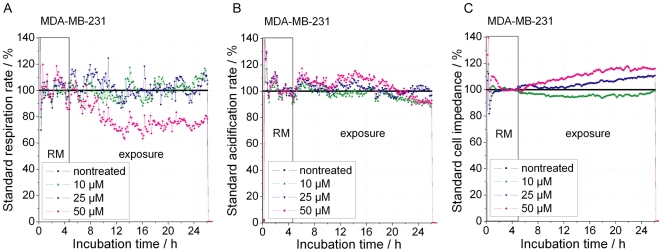
Real-time response profiles of cellular respiration, glycolysis, and impedance upon cisplatin treatment of cisplatin-resistant breast cancer cell line MDA-MB-231. Cisplatin treatment started after 5 h of equilibration of cancer cell tissue cultures in the biosensor chip system and was continued over 20 h. RM (running medium) marks cisplatin free medium; exposure marks the time when cisplatin was presented at the indicated concentrations (cisplatin-free control, 10 µM, 25 µM, 50 µM). *A*, change in respiration (oxygen in the medium). *B*, glycolysis, depicted as change in acidification of the medium (extracellular pH). *C*, change in impedance of the cell layer (potential between interdigitated electrodes) using four cisplatin-resistant breast cancer cell lines MDA-MB-231.

**Table 1:** Time points of metabolic and impedance changes in response to 50 µM cisplatin.

Cancer cell line	Respiration change/hour	Glycolysis change/hour	Impedance change/hour
MCF-7	5–6 (Decrease)	*8–9 (**Increase**)10–11 (Decrease)	10–11 (Decrease)
HT-29	Immediate response (Decrease)	9–10 (Decrease)	10–11 (Decrease)
HCT-116	Immediate response (Decrease)	6–7 (Decrease)	*4–5 (**Increase**)8–9 (Decrease)
HepG2	Immediate response (Decrease)	6–7 (Decrease)	8–9 (Decrease)

*Denotes two transitions for one parameter: here, an increase precedes the final decrease of the measured value.

It should be emphasized, however, that none of the sensitive cells lines showed a recovery, even with lower cisplatin concentrations, when cisplatin was removed from the medium after 24 h of treatment (Fig. 2*A–L*).

### Measurement of mitochondrial oxygen consumption

Because of the immediate effect of cisplatin on respiration of colon cancer and liver cancer cell lines, we decided to analyze whether cisplatin directly affects mitochondrial respiration using a mitochondrial activity assay with isolated mouse liver mitochondria (Fig. 4). While the well-established mitochondrial inhibitor rotenone and the uncoupler CCCP clearly blocked and increased mitochondrial activity, respectively, cisplatin had no effect on mitochondrial respiration within 4–5 h, independent of the cisplatin concentration used. This clearly shows that respiratory changes observed with intact cells in the cell biosensor system must have resulted from a cellular response to cisplatin treatment.

**Figure 4:**
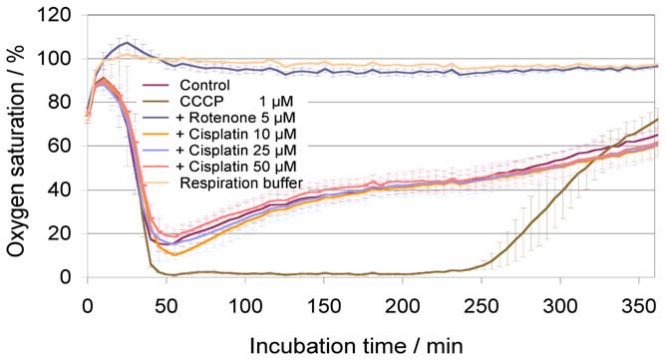
Respiration of isolated mouse liver mitochondria. Mitochondrial respiration consumes oxygen, depicted as a decrease of oxygen saturation over time. After about 50 min mitochondrial respiration buffer is exhausted, leading to continues reduction of mitochondrial respiratory activity. activity leads to a decrease in oxygen saturation, which decreases over time (control). Inhibition of mitochondrial activity blocks oxygen consumption, resulting in continuous high oxygen concentration. Controls: (*i*) **“Control”**: respiration buffer without cisplatin; (*ii*) **“CCCP”**: carbonyl cyanide 3-chlorophenylhydrazone uncouples respiration leading to maximum consumption and complete depletion of oxygen (0%); (*iii*) **“Rotenone”**: an inhibitor of respiratory chain complex I, completely abolishes mitochondrial respiration leaving oxygen concentration unchanged at 100%; (*iv*) **“Respiration buffer”**: respiration buffer without mitochondria and without cisplatin. In **Cisplatin** samples, cisplatin was added at the start of measurement at indicated concentrations (5 µM, 10 µM, 25 µM, 50 µM). No difference between control (without cisplatin) and cisplatin treatment is visible.

We therefore analyzed the formation of ROS in response to cisplatin treatment after 6, 10, 12, 24 h in MCF-7 and HT-29 cells, assuming that ROS could be a mediator of early cisplatin response, including respiration change, and also an important mediator of cisplatin-induced cell death [10]. Surprisingly, no significant ROS formation could be detected in MCF-7 and HT-29 cells treated with 50 µM cisplatin (Fig. 5).

**Figure 5:**
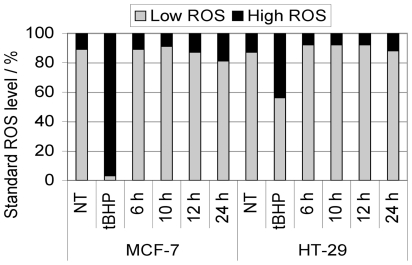
Intracellular ROS formation. MCF-7 and HT-29 were treated with 50 µM cisplatin for the indicated incubation times (6 h, 10 h, 12 h, and 24 h). As positive control, cells were treated with 500 µM *t*BHP (*tert*-butyl hydroperoxide) for 3 h. No significant induction of intracellular ROS with 50 µM cisplatin was observed at the analyzed time points.

Glycolysis decreases after 6–7 h in the colorectal cancer cell line HCT-116 and in HepG2 or after 9–10 h in the colorectal cancer cell line HT-29. This is slightly before or at about the same time when impedance decreased. In striking contrast, glycolysis was stimulated in the breast cancer cell line MCF-7 around 8 h after start of treatment, clearly before cells started to die in the biosensor assay. This pronounced difference between MCF-7 and all other cell lines led us to analyze the basic metabolic activity. Raw values of basic respiratory and glycolytic activity show that MCF-7 cells had the lowest glycolytic but the highest respiration rate. In contrast, HT-29 had the lowest respiration and a higher glycolytic activity compared to MCF-7 (Fig. 6).

**Figure 6:**
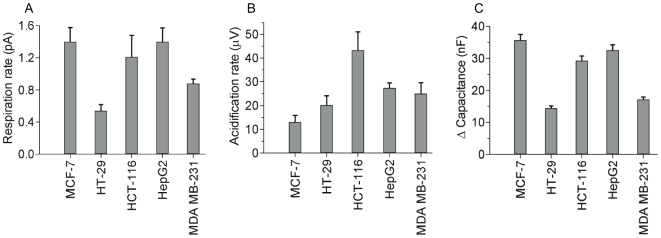
Cell-type specific basal levels of metabolism and cell layer impedance. Basal level of oxygen consumption, acidification of medium, and cell impedance recorded in the cell biosensor chip without drug treatment and at the beginning of experiments before treatment with cisplatin; *A*, basal respiratory activity (change of oxygen of medium); *B*, basal glycolytic rate (change of extracellular pH); *C*, relative difference of electrical capacity in comparison to cell-free biosensor chip.

### Cell signaling and gene expression suggest a transition from general stress response to pro-apoptotic signaling

To obtain a more detailed picture of the cellular response of MCF-7 cells to cisplatin, we analyzed the phosphorylation of key signal transduction mediators (Fig. 7*A–C*) and gene expression profiles directly from the samples analyzed in the biosensor chip immediately after the first change in (*i*) glycolytic rate and (*ii*) impedance became visible when treated with 50 µM cisplatin. 

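RNA from MCF-7 cells, a luminal breast cancer line, was isolated directly from samples lysed on the biosensor chip and hybridized to Affymetrix whole genome arrays. The 6 arrays make 3 groups of 2 samples. The control samples received no cisplatin, and the treated samples were taken 8 to 9 h (glycolysis change) or 10 to 11 h (impedance change) after the start of 50 µM cisplatin. The paper's text does not give the incubation time of the control samples on the arrays, nor whether the 2 samples of a group came from separate cultures. The deposited values are linear signals, 1 per probe set, for 54613 probe sets besides 62 control probe sets. The labels name MAS5 as the software, and the paper's methods name dChip with rank based normalization. Median signals of the arrays lay between 19.5 and 21.7, and 14026 to 14578 probe sets per array had a signal of at least 100. Signals under 1 were raised to 1. Quartiles of the log2 signals differed by up to 0.25 between arrays, so the signals were quantile normalized. A mean signal of at least 100 in at least 1 group was required, which left 15614 probe sets of 9043 genes. They were compared in 1 limma fit of the 3 group means with 3 residual degrees of freedom. A second fit, planned as an alternative, took the replicate number (1 or 2) as a block and has 2. Deviations from the group mean were correlated across probe sets between arrays with the same number (r = 0.590 for glycolysis change and control, 0.584 for impedance change and control, 0.728 for the 2 times), although probe sets are not independent replicates. A probe set is said to have risen or fallen only where its adjusted p was under 0.05 in the fit with this replicate block. The fit without it passed none. The adjustment is made separately for each comparison, so a call at 1 time only does not by itself show a larger change then. The arrays were not alike in RNA quality. The ratio of 3' to 5' signal of actin was 27.2 in impedance replicate 2 and 1.40 to 4.24 on the other 5 arrays, and that of GAPDH was 8.44 against 0.904 to 1.34. The geometric mean signal of the 18S rRNA control probe sets was 5331 to 6075 on the replicate 1 arrays and 44.8 to 625 on the replicate 2 arrays. With 2 arrays per group, the number of arrays limits the precision of every value. With 1 array left out, the blocked fit has fewer than 2 residual degrees of freedom, and 1 group keeps only 1 array. Calls that end or appear then can follow from the fit as a whole, so they do not tell 1 gene from another.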

Our results do not show any significant change in activation of Akt1, GSK-3β, and ERK1/2 MAP-kinases within the first 8–11 h (glycolysis and impedance change) of cisplatin treatment. After 24 h a significant decrease in p-Akt1 and p-GSK-3β reflects reduced pro-survival signaling, which was even more pronounced after a shorter pulse with 50 µM cisplatin than with continuous lower (10 µM) treatment (Fig. 7). The specific efficiency of 50 µM cisplatin treatment is also supported by an increased level of p-ERK1, which was shown to contribute to apoptosis induction by cisplatin [11].

**Figure 7:**
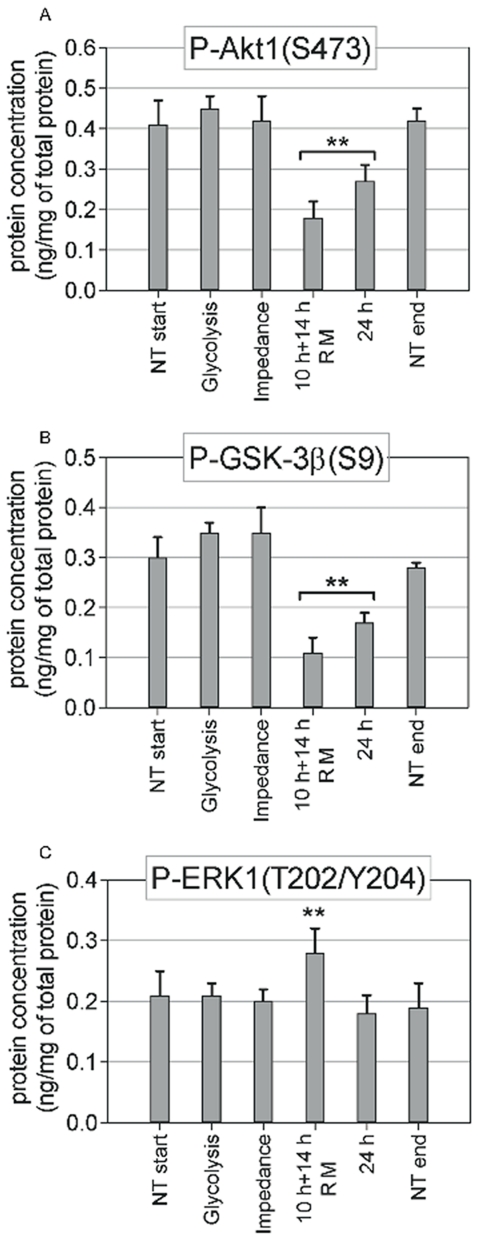
Change in Akt1 (*A*), GSK-3β (*B*), and ERK1 (*C*) pathway activity. Concentrations of selected phosphoproteins were measured with an ELISA microarray in MCF-7 cells at the time points when glycolysis and impedance were significantly changed with 50 µM cisplatin treatment, and after 24 h with a 10-h pulse with 50 µM cisplatin (followed by 14 h with cisplatin-free medium [RM]) or after continued treatment for 24 h with 10 µM cisplatin. For control, the concentration of phosphoproteins was measured in untreated cell samples at the same time points when glycolysis changed in treated samples (NT start) and at the end of experiments (24 h, NT end).

This specific pro-apoptotic regulation is also confirmed by changes in gene expression recorded at the time of glycolysis and impedance change (GEO NCBI Accession number: GSE28274). 

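PMAIP1 (NOXA), a BH3-only protein that promotes apoptosis, rose at both times. Its mean signal, on the probe set with the higher signal, was 244 ± 13.6 (SD, n = 2) in control samples, 1057 ± 82.9 at glycolysis change and 1506 ± 238 at impedance change. These are log2 fold changes of 2.11 (standard error 0.18, adjusted p = 0.0307) and 2.62 (standard error 0.18, adjusted p = 0.00925) in limma with the replicate block. On a list of pro-apoptotic genes fixed before the data were examined, 24 genes were measured. At impedance change 2 of them rose, PMAIP1 and SERPINB5 (maspin), and 22 did not pass the test. PMAIP1 was the 1 that rose at glycolysis change. The counts adjusted over the list alone were also 2 and 1. The death receptor FAS had log2 fold changes of 0.46 and 0.76 (adjusted p = 0.367 and 0.0877), and CYCS, the cytochrome c gene, 0.23 and 0.27 (adjusted p = 0.200 and 0.0698). The list as a whole had a median log2 fold change of 0.23 at glycolysis change and 0.27 at impedance change, and camera, which compares a list with all other genes, gave adjusted p of 0.0569 and 0.120. With the correlation between genes estimated from the data, camera gave the list 0.391 and 0.496. In fry, another set test, the list had 0.169 and 0.0606. Without impedance replicate 2 it passed at both times (0.0497 and 0.0204), and without glycolysis replicate 1 it passed at glycolysis change (0.0427), as it did in the deposited values (0.0443) or with no filter on low signal (0.0340). With the replicate block it also passed at glycolysis change without control replicate 2 (0.0372), and at impedance change without glycolysis replicate 1 or 2. Of a list of anti-apoptotic genes, 11 of 11 measured genes did not pass at either time. Its medians were -0.02 and 0.06, its means -0.10 and -0.09 (camera, adjusted p = 0.267 and 0.376, both in the downward direction, against the sign of the second median). The calls of PMAIP1 and SERPINB5 ended without control replicate 1 (adjusted p = 0.479 for PMAIP1 at glycolysis change, 0.136 for both genes at impedance change) and without control replicate 2 (0.195 for PMAIP1 at glycolysis change, 0.0930 and 0.126 at impedance change). PMAIP1 at glycolysis change also failed without glycolysis replicate 1 (0.284) or 2 (0.349), and SERPINB5 at impedance change without glycolysis replicate 2 (0.0586).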

Using a 1.75-fold change and a minimal normalized signal of 100 as cutoff we obtained 1338 significantly regulated probe sets, of which 335 were up- and 1003 down-regulated (supplemental Table S1). 

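Among the largest changes, the probe set of EIF1, a translation initiation factor, rose from a mean signal of 52.1 ± 21.7 (SD, n = 2) in control samples to 455 ± 40.2 at impedance change. Its log2 fold change was 3.19 (standard error 0.24, adjusted p = 0.00925 in limma with the replicate block). RSRP1, an arginine- and serine-rich protein, rose by 1.76 on the log2 scale (adjusted p = 0.00985). The zinc-sensing receptor GPR39 fell from a signal of 141 ± 27.4 to 11.3 ± 0.323 (adjusted p = 0.0165). That is under the median signal of the normalized arrays, 20.6, so its log2 fold change is given as a bound, -2.76 or lower with signals under that median raised to it, a rule chosen after the values were seen. TMCC1, a protein of the endoplasmic reticulum, fell by 2.07 (adjusted p = 0.00985). With the replicate block, 12 probe sets rose and 18 fell at glycolysis change, and 565 rose and 808 fell at impedance change. Without the block, limma passed 0 probe sets at either time (1298 and 2503 at an unadjusted p under 0.05, where chance gives 781), with smallest adjusted p of 0.407 and 0.136. Both samples of a treated group lay on 1 side of both controls for 42.1% and 45.8% of probe sets, where independent arrays would give 33.3% by chance. Arrays with the same number were correlated, and between the 2 treated groups the share was 16.9%. The 33.3% and the 781 are therefore not exact references. By fold alone, 1998 probe sets had a mean signal at least 1.75-fold from control at either time, 830 of them higher and 1168 lower. Of these, 938 passed at glycolysis change and 1914 at impedance change. The share of higher probe sets depended on the scaling between arrays, with 590 higher and 1525 lower in the deposited values, 373 and 1986 after median centring, and 632 and 1349 with a rank invariant set. The deposited values shifted the median of all probe sets by -0.11 at glycolysis change and by -0.09 at impedance change on the log2 scale. Without control replicate 1 or 2, 0 probe sets passed at either time in the blocked limma fit (1584 and 3786, or 2235 and 3138, at an unadjusted p under 0.05). Without glycolysis replicate 1 or 2 it passed 0 at glycolysis change (844 and 1643 unadjusted) and 364 or 200 at impedance change, without impedance replicate 1 it passed 1240 and 3724, and without impedance replicate 2, the array with the highest 3'/5' ratios, 1361 and 1260. On the replicate 1 arrays the fold rule passed 2602 probe sets, 1911 at glycolysis change and 2019 at impedance change. On the replicate 2 arrays it passed 3475, with 940 and 3346. These were alternatives to the fold rule added after the values were seen. Without impedance replicate 1 the fold rule passed 4125, 1747 of them higher, and without control replicate 2 it gave 1450 higher.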

Most genes were differentially expressed at both time points, but a significant number was stronger regulated at the later time point of impedance change. 

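SERTAD1, a transcriptional coregulator that binds CDK4, rose at both times. Its mean signal was 420.4 ± 57.7 (SD, n = 2) in control samples, 1328 ± 34.3 at glycolysis change and 1354 ± 79.4 at impedance change, with log2 fold changes of 1.67 (standard error 0.16, adjusted p = 0.0372) and 1.69 (adjusted p = 0.00985) in limma with the replicate block. PHLDA1, a pleckstrin homology-like protein, rose by 1.66 and 2.03 on the log2 scale. JARID2, a subunit of a Polycomb repressive complex, fell, with log2 fold changes of -2.01 and -2.05. So did the ephrin receptor EPHA4 (signal 505 ± 85.5 in control samples, 141 ± 11.2 and 104 ± 18.6 after cisplatin) and TNS3, a focal adhesion protein (317 ± 69.6, then 71.4 ± 31.2 and 65.0 ± 32.9, with adjusted p from 0.0307 to 0.0383 at glycolysis change and from 0.00985 to 0.0123 at impedance change for these 4 genes). All 30 probe sets that changed at glycolysis change were also among the 1373 at impedance change, in the same direction. Both sets are called against the same 2 controls, so this overlap is not independent evidence. By fold alone, 854 of the 1998 probe sets (42.7%) passed 1.75-fold at both times, 84 at glycolysis change but not at impedance change and 1060 the other way round. On the replicate 1 arrays the share was 50.8%, with 583 at glycolysis change only and 691 at impedance change only. On the replicate 2 arrays it was 23.3%, with 129 and 2535. Of the 1338 probe sets of Table S1, 940 (70.3%) are past it at both times in that table's folds. Of the 1998, 89.7% lay farther from control at impedance change, against 62.1% of those passing on the replicate 1 arrays and 92.5% on the replicate 2 arrays. Across probe sets, the log2 fold changes of the 2 times had the same sign for 86.5% and a Pearson r of 0.901 (covariance 0.224). Shared controls alone make these correlate, and 100 simulations of unchanged groups with independent arrays gave r = 0.501 (covariance 0.0648). Arrays with the same number are not independent, and differences between the 2 replicates of each group, divided by 2, in which a change common to both cancels, gave r = 0.545 (covariance 0.0391), a test chosen after the values were seen. Folds taken from arrays with different numbers gave r = 0.501 and 0.702. Probe sets are not independent replicates. A direct test of impedance change against glycolysis change in limma passed 0 of 15614 probe sets, with 44 at an unadjusted p under 0.05. With the replicate block it passed 0, with 308. Unchanged, independent arrays would give 781, so both fits gave fewer than chance, and passing 0 does not argue against a further change. The 5 genes named here are among the 30, whose calls at glycolysis change ended without 1 control array (adjusted p = 0.195 to 0.479) or 1 glycolysis array (0.349 to 0.653), and at impedance change without 1 control array (0.0948 to 0.136). Without impedance replicate 1 the direct test passed 2 probe sets (826 with the block), 18.2% of the probe sets past 1.75-fold were past it at both times, and r was 0.685. Without glycolysis replicate 2, r was 0.693.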

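HEXIM1, an inhibitor of the transcription elongation factor P-TEFb, rose from a mean signal of 78.7 ± 12.4 (SD, n = 2) in control samples to 350.0 ± 136 at glycolysis change and 493 ± 115 at impedance change on the probe set with the lower signal in control samples. The log2 fold changes were 2.11 (standard error 0.21, adjusted p = 0.0372) and 2.64 (adjusted p = 0.00925) in limma with the replicate block. The transcription factor ETS2 rose by 2.07 at impedance change (adjusted p = 0.0123) and had a log2 fold change of 1.68 at glycolysis change (adjusted p = 0.0517). Among the genes that fell at impedance change were ZNRF3, a ubiquitin ligase that removes Wnt receptors, with a log2 fold change of -2.56 or lower (adjusted p = 0.0305), and TCF7L2, a transcription factor of Wnt signaling, with -2.41 or lower on its probe set with a control signal of 109 ± 8.47 (adjusted p = 0.0250). Values with "or lower" are bounds, from signals that ended under the median of the normalized arrays. RIN2, SRGAP1 and ARHGAP24, which act on small GTPases, fell too, with log2 fold changes of -3.11 (adjusted p = 0.00985), -2.59 or lower (adjusted p = 0.0224) and -2.73 or lower (adjusted p = 0.0172). FGFR2, a receptor of fibroblast growth factors, fell from 152 ± 38.9 to 19.7 ± 4.75, a log2 fold change of -2.78 or lower (adjusted p = 0.0241). At glycolysis change these 6 genes had log2 fold changes of -2.29 for TCF7L2 on that probe set, -2.01 for FGFR2, -2.29 for RIN2, -1.82 for SRGAP1, -2.42 for ARHGAP24 and again -2.56 or lower for ZNRF3, with adjusted p from 0.0517 to 0.180. Every one of these calls ended without control replicate 1 (adjusted p = 0.136 to 0.479) and without control replicate 2 (0.0930 to 0.219). Without glycolysis replicate 1 or 2 the call of HEXIM1 at glycolysis change ended (0.564 and 0.349), as did those of ZNRF3 (0.0510 and 0.0706) and TCF7L2 (0.0510 and 0.0678) at impedance change, and without glycolysis replicate 2 that of SRGAP1 (0.0536). Without impedance replicate 1 or 2, the falls of these 6 genes and the rise of ETS2 passed at glycolysis change too (adjusted p = 3.3e-04 to 0.00952 and 1.0e-04 to 0.00414), as did those of ETS2, RIN2, ARHGAP24 and ZNRF3 in the deposited values (0.0358 to 0.0398) or after median centring (0.0452 to 0.0487), and that of TCF7L2 in the deposited values (0.0499).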

Top-regulated genes for each treatment are shown in supplemental Table S2. While strongly regulated genes at glycolysis change, were not further induced, the top list from impedance change shows several genes significantly more changed within the additional (about) 2 h between the two time points analyzed before cells started to die (impedance change). 

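ZNF277, a zinc finger protein, rose by 2.57 on the log2 scale at impedance change, from a mean signal of 22.7 ± 3.25 (SD, n = 2) to 134 ± 7.53 (standard error 0.40, adjusted p = 0.0208 in limma with the replicate block). At glycolysis change its log2 fold change was 1.24 (adjusted p = 0.185). A probe set shared by ID2 and ID2B, inhibitors of helix-loop-helix transcription factors, rose by 2.39 at impedance change (adjusted p = 0.00985) and had 1.32 at glycolysis change (adjusted p = 0.0724). TMTC2, a mannosyltransferase, PCDH7, a protocadherin, and LYN, a kinase of the Src family, fell at impedance change, with log2 fold changes of -2.93, -2.68 and, for LYN, -2.33 or lower, a bound since its signal of 19.0 ± 10.6 was under the median of the normalized arrays (adjusted p = 0.0139, 0.00985 and 0.0245). Their log2 fold changes at glycolysis change were -1.69, -1.91 and -1.81. Of the 15 probe sets in Table S2 with the strongest induction at glycolysis change, 14 had a higher mean at impedance change, 15 on the replicate 1 arrays and 11 on the replicate 2 arrays (11 on both), with a median further log2 change of 0.33. Of the 15 with the strongest decrease at glycolysis change, 11 lay lower at impedance change (median 0.21 farther), 10 on the replicate 1 arrays and 10 on the replicate 2 arrays, and 7 on both. Of the 15 most induced and the 15 most decreased probe sets at impedance change, 15 and 14 lay farther from control than at glycolysis change (14 and 12 on both sets of arrays), with median further log2 changes of 0.69 and 0.82. The paper picked these 4 lists by their folds on the same arrays, so the counts are not independent evidence. In the direct test between the times (limma with the replicate block), 0 of the 14, 13, 12 and 13 probe sets of these 4 lists that could be tested passed. The smallest adjusted p was 0.995, with 2, 0, 4 and 1 at an unadjusted p under 0.05. Over all probe sets that test gave 308 such p where chance gives 781, so passing 0 does not argue against a further change. All calls against control given here ended without control replicate 1 (adjusted p = 0.136) or 2 (0.0988 to 0.214), and those of ZNF277 (0.0505) and LYN (0.0628) also without glycolysis replicate 2, that of LYN without glycolysis replicate 1 (0.0547). With impedance replicate 1 or 2 left out, the probe set of ID2 and ID2B, TMTC2, PCDH7 and LYN passed at glycolysis change too (3.0e-04 to 0.00837 and 9.2e-05 to 0.00409), and PCDH7 also in the deposited values (0.0386) or after median centring (0.0499).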

The reliability of the gene expression profiles was confirmed by quantitative real-time RT-PCR analysis of selected genes in independent experiments (Fig. 8*A–B*).

**Figure 8:**
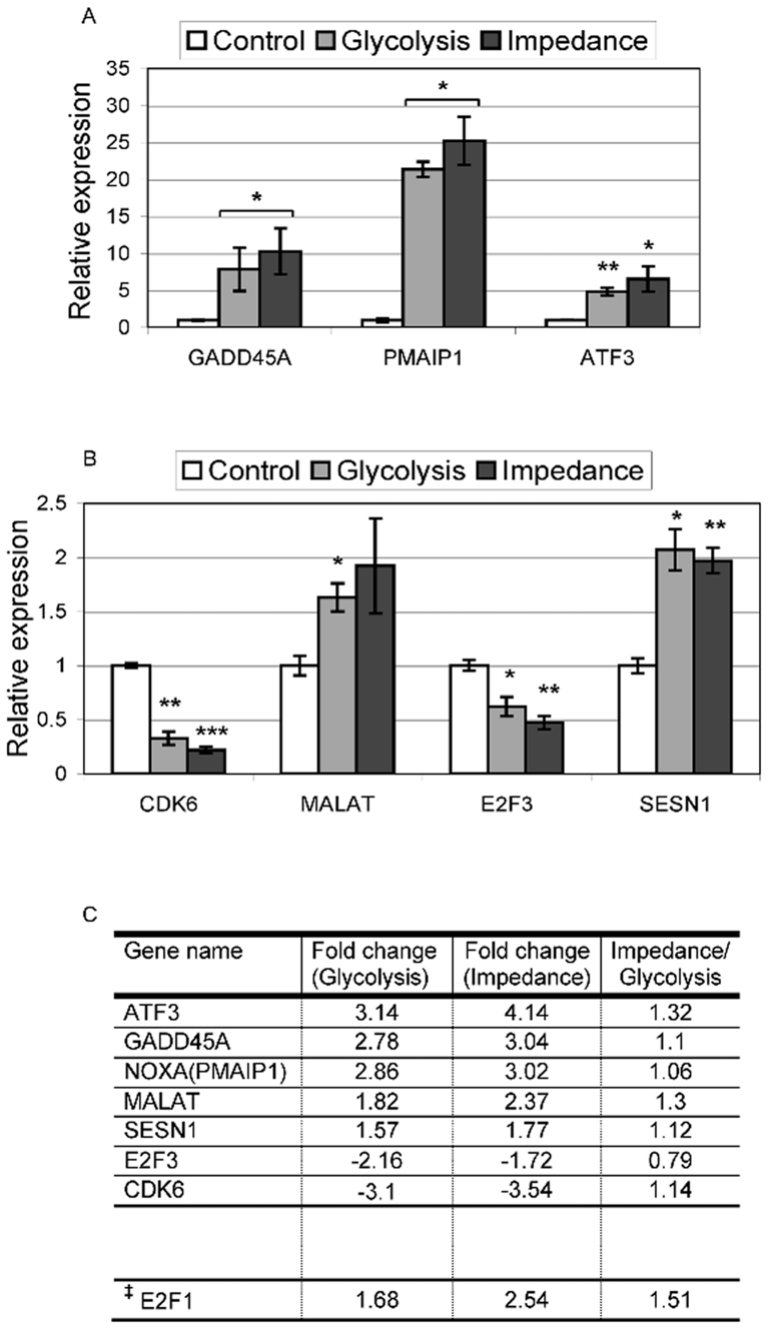
Changes in gene expression of key regulators at the time of glycolysis and impedance change in MCF7 cells. To confirm large-scale gene expression profiling data, selected genes with a focus on p53 signalling were analyzed by quantitative real-time RT-PCR using independent samples. *A–B*, real-time RT-PCR shows strong induction of GADD45A, PMAIP1 and ATF3 (*A*) and low, but significant regulation of MALAT and SESN1 (up) and CDK6 and E2F3 (down) (*B*) Control: samples from incubation on biosensor chip without cisplatin treatment; Glycolysis: samples from biosensor chip at time of glycolysis change (Fig. 1*D*); Impedance: samples from biosensor chip at time of impedance change (Fig. 1*E*). Footnote to Fig. 8. Significance values: * p<0.05; ** p<0.01; *** p<0.001. *C*, results from gene expression profiling for the same genes. ^‡^E2F1 is included because it shows similar significance in micro array data as E2F3. Fold change relative to control sample for glycolysis and impedance change. Impedance/Glycolysis: relative ratio of changes in glycolysis and impedance.

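GADD45A, a growth arrest gene induced by DNA damage, rose from a mean signal of 774 ± 308 (SD, n = 2) in control samples to 2228 ± 292 at glycolysis change and 2422 ± 101 at impedance change. Its log2 fold changes were 1.58 (standard error 0.21, adjusted p = 0.0479) and 1.71 (adjusted p = 0.0138) in limma with the replicate block. ATF3, a stress-induced transcription factor, rose at impedance change to 664 ± 2.77 from 159 ± 71.4, a log2 fold change of 2.14 (standard error 0.25, adjusted p = 0.0129). At glycolysis change it was 1.78 (adjusted p = 0.0517). CDK6, a kinase of the G1 phase, fell by 1.81 at impedance change on the probe set with the highest signal in control samples, to a signal of 69.1 ± 36.5 from 225 ± 10.4 (adjusted p = 0.0298), and had -1.57 at glycolysis change (adjusted p = 0.0983). MALAT1, a nuclear long noncoding RNA, rose by 1.32 at impedance change on the probe set with the lowest signal of the 6 tested (adjusted p = 0.0272, and 0.121 at glycolysis change with 0.98). The other 5 had log2 fold changes between -0.64 and 0.15 at impedance change and did not pass the test. SESN1, a p53 target that restrains growth signaling, had log2 fold changes of 0.79 and 0.93 (standard error 0.26, adjusted p = 0.198 and 0.0664). The second probe set of PMAIP1 rose by 1.68 at impedance change (adjusted p = 0.0314). These calls ended without control replicate 1 (adjusted p = 0.479 for GADD45A at glycolysis change, 0.136 to 0.156 for the calls at impedance change) and without control replicate 2 (0.191, and 0.0930 to 0.155). That of GADD45A at glycolysis change also ended without glycolysis replicate 1 (0.682) or 2 (0.349) and with a rank invariant set (0.0578), that of CDK6 without glycolysis replicate 2 (0.0551), and those of MALAT1 (0.0594 and 0.0653) and of PMAIP1 on this probe set (0.0539 and 0.0622) without glycolysis replicate 1 or 2, MALAT1 also without impedance replicate 2 (0.0533). Without impedance replicate 1 or 2, ATF3 (3.0e-04 and 5.2e-05), CDK6 (0.00618 and 0.00389), MALAT1 (0.0232 and 0.0177) and SESN1 (0.0345 and 0.0216) passed at glycolysis change, ATF3 also in the deposited values (0.0386) or after median centring (0.0482), and SESN1 passed at impedance change without impedance replicate 2 (0.00703). Of the other MALAT1 probe sets 3 passed with negative log2 fold changes without impedance replicate 1 (0.00243 to 0.00878), and 2 of these with positive ones without impedance replicate 2 (0.00725 and 0.0176), the array with the highest 3'/5' ratios.

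**Figure D1:**
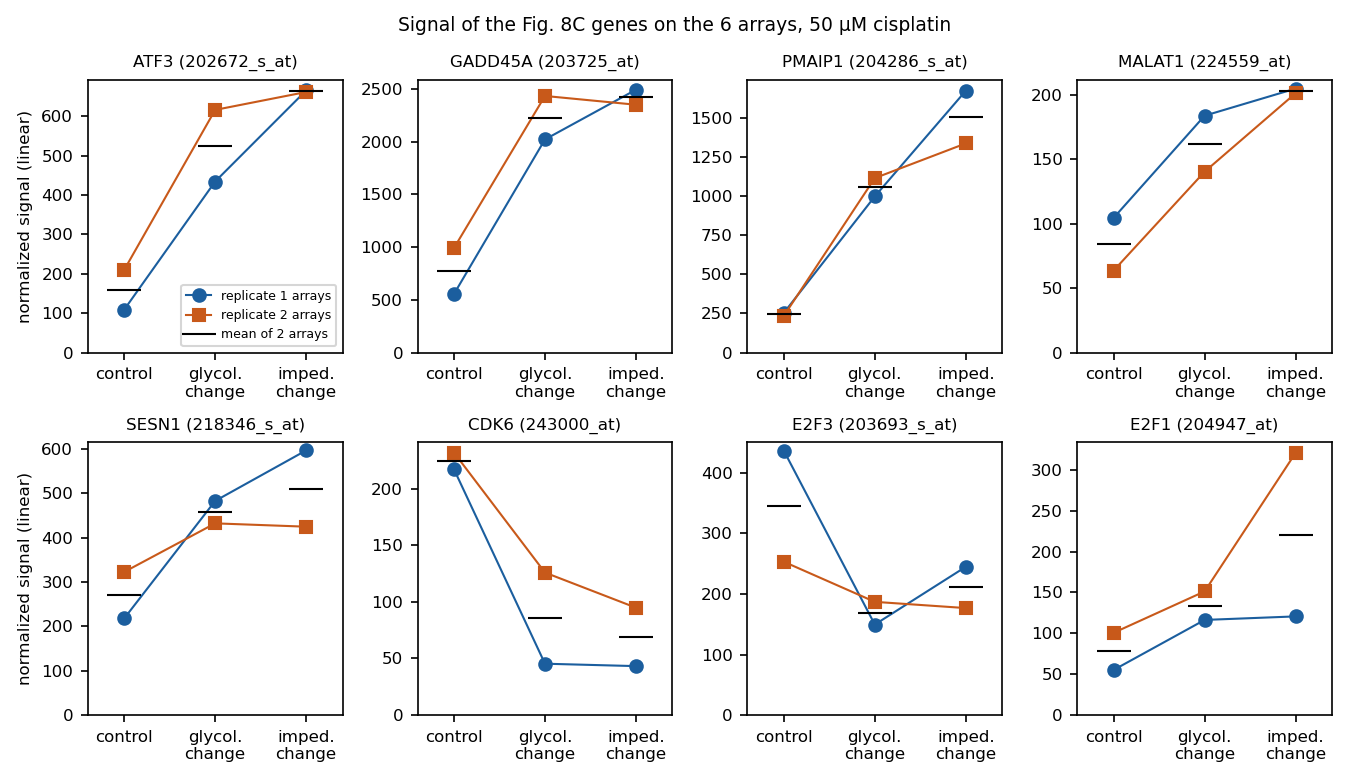
Quantile normalized linear signal of 1 probe set for each gene of Fig. 8C (vertical axes, each from 0) in control samples and at glycolysis and impedance change (horizontal axis), with 1 point per array, lines joining arrays with the same replicate number, and a bar at the mean of 2 arrays. For PMAIP1 both arrays lay above both controls at each time, while for E2F1 the mean of 221 at impedance change lies between 121 in replicate 1 and 321 in replicate 2.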

Further analysis by gene ontology and pathway annotation using DAVID [12], [13] showed an enrichment of genes associated with a pro-apoptotic transition. Genes up-regulated at change of impedance were clearly enriched for p53-signaling (p = 0.0023), cell cycle control (cyclin-dependent protein kinase activity: p = 0.001), and programmed cell death (apoptosis: p = 0.0058). 

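TRIAP1, a p53-induced inhibitor of apoptosis, rose from a mean signal of 1283 ± 179.7 (SD, n = 2) in control samples to 2832 ± 465 at impedance change, a log2 fold change of 1.14 (standard error 0.12, adjusted p = 0.00985 in limma with the replicate block). SFN (stratifin), a cell cycle checkpoint protein, rose by 0.55 (adjusted p = 0.0202). Of 28 measured p53 target genes, 4 rose at impedance change, these and GADD45A and PMAIP1, and 2 fell, PLK2 and KITLG, the ligand of the receptor KIT (-0.96, adjusted p = 0.0317). PLK2 was named after its values were seen. At glycolysis change 2 rose. Adjusted over the list alone, 10 rose and 2 fell at impedance change, and 5 rose and 2 fell at glycolysis change, with the block, and 4 and 3 were higher without it. The list had a median log2 fold change of 0.40 at impedance change, with 24 of 28 genes positive, and 0.26 at glycolysis change (camera, adjusted p = 3.8e-04 and 4.0e-04 over 23 lists, but adjusted p = 0.496 and 0.539 with an estimated correlation, and 0.127 and 0.241 in fry). Without control replicate 1 the call at glycolysis change ended (0.0612, and 0.0541 with the block), and with the block without impedance replicate 1 that at impedance change (0.0589). Of 5 measured CDK inhibitors, CDKN1C rose at impedance change, with a log2 fold change of 1.48 (adjusted p = 0.0222), and 4 did not pass, among them the p53 target CDKN1A with 0.83 (adjusted p = 0.0585). Adjusted over the list alone, 2 rose and 1 fell. Of 28 measured G1/S cyclins, CDKs and E2Fs, E2F1 rose, CDK6 fell and 26 did not pass at impedance change, also when adjusted over the list alone. Cyclin E2 (CCNE2) had a log2 fold change of 0.57 (adjusted p = 0.0620) and the replication licensing factor CDT1 0.79 (adjusted p = 0.0674). Neither list passed (camera, adjusted p = 0.539 and 0.300 at impedance change, 0.294 and 0.190 at glycolysis change), except CDK inhibitors at glycolysis change with the block without control replicate 2 (0.0372) or glycolysis replicate 1 (0.0484). Besides PLK2, not tested in this way, the single gene calls at impedance change ended without control replicate 1 (adjusted p = 0.136 to 0.148) or 2 (0.0930 to 0.173), those of KITLG (0.0629 and 0.0709) and E2F1 without glycolysis replicate 1 or 2 and of CDKN1C (0.0540) and CDK6 without glycolysis replicate 2. The 2 at glycolysis change ended without any 1 control or glycolysis array. CDKN1A passed without impedance replicate 2 (0.00427), CDT1 without impedance replicate 1 (8.9e-04) and CCNE2 after median centring (0.0498).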

Down-regulated genes were enriched for various cell proliferation-associated cell processes, in particular, wnt (p = 0.000008), tgfβ (p = 0.0019), MAP-kinase (p = 0.0016), hedgehog (p = 0.0033), and erbb (p = 0.000082) signaling (supplemental Table S3).

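GSK3B, the kinase that marks beta-catenin for degradation, fell from a mean signal of 891 ± 254 (SD, n = 2) in control samples to 248 ± 130.1 at impedance change. Its log2 fold change was -1.92 (standard error 0.20, adjusted p = 0.00985 in limma with the replicate block). It is 1 of 15 genes that fell among 55 measured genes of Wnt signaling, of which none rose and 40 did not pass. Others were TBL1X, a transcriptional corepressor subunit, which fell by 1.19, and PPP2R5E, a subunit of a protein phosphatase, which fell by 1.23 (adjusted p = 0.0156 and 0.0135). Of 42 genes of ErbB signaling, 9 fell, among them the kinase subunits PIK3CB (-1.35) and PIK3R3 (-0.92), 2 rose, among them the growth factor HBEGF (1.94), and 31 did not pass. Of 42 genes of TGF-beta signaling, 7 fell, among them the receptors ACVR1 (-1.17) and BMPR2 (-1.08), none rose and 35 did not pass. In MAP-kinase signaling 8 of 49 genes fell, among them the kinases STK3 (-1.95) and TAOK3 (-1.17), 1 rose, DUSP1, a phosphatase that inactivates MAP kinases, and 40 did not pass. Of 14 measured genes of Hedgehog signaling 3 fell, GSK3B, the kinase CSNK1G1 (-1.44) and the ubiquitin ligase subunit FBXW11 (-0.99), the first and the last also on the Wnt list, and 11 did not pass. Adjusted p for the genes in this group with a value in brackets lay between 0.00985 and 0.0371. The lists share members, so their counts and tests are not separate results. Of the genes fixed for Wnt 21 of 73 are also on another list, and of those for ErbB 30 of 66. For TGF-beta, MAP-kinase and Hedgehog they are 24 of 57, 27 of 72 and 10 of 32. At glycolysis change STK3 fell by 1.71 (adjusted p = 0.0372), and no other measured gene of these lists passed. Adjusted over the list alone, the counts of genes that fell and rose at impedance change were 20 and 1 for Wnt, 13 and 2 for ErbB, 8 and 0 for TGF-beta, 13 and 4 for MAP-kinase and 4 and 1 for Hedgehog. At glycolysis change they were 15 and 1, 11 and 2, 6 and 0, 8 and 1, and 3 and 0 in the same order. The median log2 fold changes were -0.31 for Wnt, -0.32 for ErbB, -0.32 for TGF-beta, -0.19 for MAP-kinase and -0.03 for Hedgehog signaling, with camera adjusted p of 1.8e-05, 3.8e-04, 0.00107, 0.00107 and 0.178. With an estimated correlation none passed (adjusted p = 0.496 for the first 4 and 0.507 for Hedgehog), nor in fry (0.127 to 0.382). In fry with the replicate block, chosen after the results were seen, Hedgehog passed (0.0277) and the others did not (0.0752 to 0.111). At glycolysis change the adjusted p was 4.6e-07, 6.5e-05, 0.00333, 4.0e-04 and 0.152, but 0.391 to 0.620 with an estimated correlation, 0.181 to 0.520 in fry and 0.0910 to 0.150 in fry with the block. On the replicate 1 arrays alone the medians at impedance change were -0.45, -0.43, -0.19 and -0.38 for the first 4 lists, and on the replicate 2 arrays, 1 of which had the high 3'/5' ratios, -0.20, -0.20, -0.31 and -0.13. Without impedance replicate 1, ErbB (0.0774) and MAP-kinase (0.107, and 0.0593 with the block) did not pass at impedance change, and with the block TGF-beta did not at glycolysis change without glycolysis replicate 1 (0.0615). Hedgehog passed at both times at a minimum signal of 50 (0.00779 and 0.00198) or 200 (0.0260 and 0.0493) and with no filter (0.0376 and 0.00275). The call of DUSP1 at impedance change ended without glycolysis replicate 1 or 2. The single gene calls ended without control replicate 1 (adjusted p = 0.136 to 0.166, STK3 at glycolysis change 0.479) or 2 (0.0988 to 0.151, and 0.201), and without glycolysis replicate 1 or 2 those of PIK3R3 (0.0646 and 0.0720), ACVR1 (0.0503 and 0.0580), BMPR2 (0.0614 and 0.0685), TAOK3 (0.0519 and 0.0580), FBXW11 (0.0609 and 0.0706) and STK3 at glycolysis change (0.653 and 0.349).

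**Figure D2:**
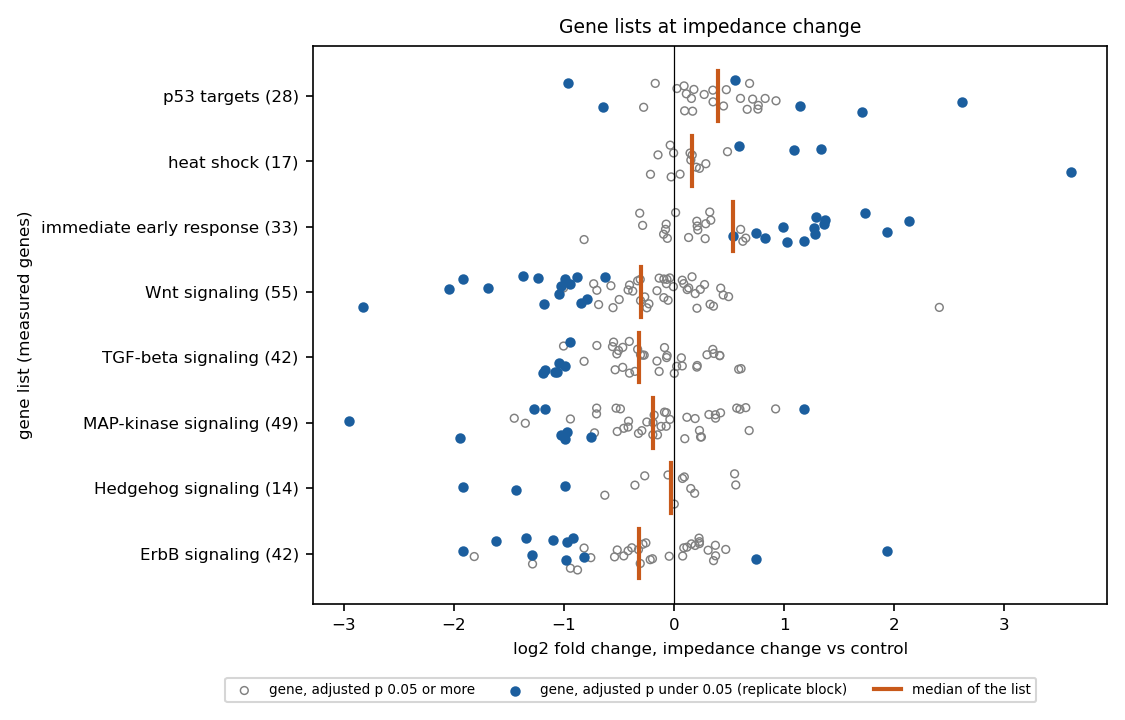
Log2 fold change at impedance change against control (horizontal axis) of the measured genes of 8 gene lists (vertical axis, number of measured genes in brackets), 1 point per gene, spread vertically for visibility, filled where the adjusted p was under 0.05 with the replicate block, with a bar at the list's median. The 15 filled points of Wnt signaling all lie below 0, and the 14 of the immediate early response all lie above 0.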

The pro-apoptotic regulation is well reflected in the main regulatory circuit of p53 control, with up-regulation of E2F1, but down-regulation of E2F3 (Fig. 8*C*). 

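E2F1, a transcription factor that drives entry into S phase and can promote apoptosis, rose at impedance change. Its mean signal was 77.9 ± 32.2 (SD, n = 2) in control samples, 134 ± 24.7 at glycolysis change and 221 ± 142 at impedance change. The log2 fold change at impedance change was 1.40 (standard error 0.29, adjusted p = 0.0333 in limma with the replicate block), with 1.13 between the replicate 1 arrays and 1.67 between the replicate 2 arrays. At glycolysis change it was 0.83 (adjusted p = 0.215). E2F3, an E2F family member needed for proliferation, had mean signals of 345 ± 129.8, 168 ± 26.5 and 211 ± 48.2 in the same order. Its log2 fold changes were -0.99 (standard error 0.28, adjusted p = 0.148) and -0.68 (adjusted p = 0.147), lower than both controls on each array but not past the test at either time. The call of E2F1 ended without control replicate 1 (0.143), control replicate 2 (0.173), glycolysis replicate 1 (0.0528), glycolysis replicate 2 (0.0611) or impedance replicate 2 (0.0917). The fall of E2F3 passed at glycolysis change without impedance replicate 1 (0.0277) or 2 (0.0152). From the higher E2F1 and the lower E2F3, the paper states that the pro-apoptotic regulation is reflected in the circuit of p53 control.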

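IER5, an immediate early gene of the heat and radiation response, rose at glycolysis change from a mean signal of 2007 ± 373 (SD, n = 2) to 3640.4 ± 299, a log2 fold change of 0.87 (standard error 0.10, adjusted p = 0.0372 in limma with the replicate block). TUBB2A, a beta-tubulin, rose from 443 ± 6.40 to 1049.8 ± 17.0 (adjusted p = 0.0427). Of 33 measured genes of the immediate early response, IER5 rose at glycolysis change and 32 did not pass, while 14 rose when adjusted over the list alone. The nuclear receptor NR4A1 had a log2 fold change of 1.09 at that time (adjusted p = 0.0876). At impedance change 14 of the 33 rose, NR4A1 by 1.73 (adjusted p = 0.0156), and 15 rose and 1 fell when adjusted over the list alone. Of 17 measured heat shock genes, HSPA6 rose at glycolysis change and 16 did not pass (4 adjusted over the list alone). At impedance change 4 rose, HSPA6, HSPA2, the chaperone HSPH1 (0.59, adjusted p = 0.0343) and the cochaperone DNAJB4 (1.09, adjusted p = 0.0259). Both lists were shifted upward at glycolysis change, the immediate early response by a median of 0.42 with 28 of 33 genes positive and heat shock by 0.12 with 13 of 17 (camera, adjusted p = 2.2e-06 and 0.00262, but adjusted p = 0.391 for both with an estimated correlation, and 0.169 and 0.0891 in fry). At impedance change the adjusted p was 1.8e-05 and 0.0288 (0.496 for both with an estimated correlation, 0.0606 for both in fry), and that of heat shock was 0.0576 without glycolysis replicate 2, 0.349 without impedance replicate 1, 0.0867 at a minimum signal of 50 and 0.110 with the mean of a gene's probe sets, and with the block 0.113 without control replicate 1, 0.331 without impedance replicate 1 and 0.0533 in the deposited values. Genes of the unfolded protein and integrated stress response had medians of -0.05 and -0.11 (camera, adjusted p = 0.628 and 0.376). Without control replicate 1 that list passed at impedance change (0.0488). Single gene calls ended without control replicate 1 (adjusted p = 0.161 to 0.479 at glycolysis change, 0.0982 to 0.137 at impedance change) or 2 (0.191 to 0.201 and 0.0930 to 0.187). Without glycolysis replicate 1 or 2 the calls of IER5 (0.682 and 0.349) and TUBB2A (0.684 and 0.349) at glycolysis change and of HSPH1 (0.0742 and 0.0829) and DNAJB4 (0.0539 and 0.0608) at impedance change ended, that of HSPH1 also in the deposited values (0.0603). Those of HSPA6 at glycolysis change, without glycolysis replicate 1 or 2, and of HSPA2, without glycolysis replicate 2, ended as well. NR4A1 passed at glycolysis change without impedance replicate 1 (0.0138) or 2 (0.0115).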

Analysis of genes already significantly induced at glycolysis, suggests that at first a general stress response including cell cycle arrest is activated, before induction of cell death occurs; gene groups significantly up-regulated at glycolysis change include: response to protein stimulus, regulation of cyclin-dependent protein kinase activity, stress response, response to organic substance (p<0.05). 

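THBS1 (TSP1), an antiangiogenic matrix protein, rose at impedance change on the probe set with the lowest signal, from a mean signal of 31.8 ± 2.64 (SD, n = 2) in control samples to 103 ± 24.0. The log2 fold change was 1.68 (standard error 0.34, adjusted p = 0.0311 in limma with the replicate block), and 1.11 at glycolysis change (adjusted p = 0.174). The other 3 tested probe sets of THBS1, with higher signals, had log2 fold changes between -1.05 and 0.14 at impedance change and did not pass the test (adjusted p from 0.101 to 0.641). SERPINB5 (maspin), a serpin that suppresses invasion, rose to a signal of 159.8 ± 75.7 from 48.3 ± 18.2 at impedance change, a log2 fold change of 1.69 (standard error 0.27, adjusted p = 0.0210). At glycolysis change it was 0.95 (adjusted p = 0.147). The second tested probe set of CDK6 fell by 1.67 at impedance change, to 70.5 ± 29.4 from 215 ± 8.54 (adjusted p = 0.0226), and had -1.53 at glycolysis change (adjusted p = 0.0704). The calls of THBS1, SERPINB5 and CDK6 ended without control replicate 1 (0.136, 0.136 and 0.141), control replicate 2 (0.179, 0.126 and 0.111) or glycolysis replicate 2 (0.0888, 0.0586 and 0.0537), that of THBS1 also without glycolysis replicate 1 (0.0802). Without impedance replicate 2, this probe set of THBS1 lay under the minimum signal and was not tested. At glycolysis change CDK6 passed without impedance replicate 1 (0.00237) or 2 (0.00158) and in the deposited values (0.0475), and SERPINB5 without impedance replicate 1 (0.0486). At impedance change, 1 of the other 3 probe sets of THBS1 passed with a negative log2 fold change without impedance replicate 1 (0.00140), and another, with 0.14, had -0.081 without control replicate 1.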

The complex regulatory activities, from initial stress response and transition to apoptosis, are also reflected in the strong induction of p53 signaling mediators (Fig. 8), namely ATF3 a mediator of p53 signaling, the pro-apoptotic proteins TSP1, maspin, NOXA(PMAIP1), and the cell cycle regulator GADD45A, as well as the down-regulation of CDK6, required for cell cycle progression.

## Discussion

In this study we used a novel cell biosensor chip to follow, in real time, the metabolic response to cisplatin, one of the best-studied anticancer agents. Cisplatin treatment leads to immediate as well as delayed metabolic adaptations (measured as respiration and acidification) and changes in cell–cell interaction and adhesion (measured as impedance). The first cellular response observed after initiation of treatment provides a specific time-resolved insight in cisplatin toxicity and hints to the possible molecular mechanism.

We performed real-time measurements of five cancer cell lines: two types of breast cancer cell lines (MCF-7 and MDA-MB-231), two types of colorectal cancer cell lines (HT-29 and HCT-116), and the liver hepatocellular carcinoma HepG2. In all cells, oxygen consumption was the first parameter to be affected by cisplatin, either almost immediately after cisplatin treatment started, as in HT-29, HCT-116, HepG2, and MDA-MB-231, or after 5–6 h in the case of MCF-7 cells. This appears to confirm the hypothesis that mitochondria are a primary target of cisplatin-mediated DNA damage [14], [15], indicating that cisplatin accumulates in mitochondria, binds to mitochondrial DNA (mtDNA), and causes mitochondrial damage.

Our results with isolated mitochondria showed no immediate effect on mitochondrial activity in a time frame when respiration of intact cells is clearly reduced. This correlates with previous observations that lower concentrations of cisplatin do not inhibit activity of isolated rat liver mitochondria [14]. Thus, the immediate respiratory response to cisplatin must result from a mitochondrial activity-independent mechanism involving cellular signaling or DNA damage. However, because it is also observed in the p53 mutant cell line MDA-MB-231, DNA damage-mediated signaling may not be the primary cause.

Glycolysis, on the other hand, decreases after 6–7 h in the colorectal cancer cell line HCT-116 and in HepG2 cells which occurs at about the same time or slightly before impedance decreased. In striking contrast, glycolysis was stimulated in the breast cancer cell line MCF-7 around 8 h after start of treatment, clearly before cells started to die in the biosensor assay. No change in glycolysis was observed in the cisplatin-resistant cell line MDA-MB-231. The pronounced difference between MCF-7 and all other cell lines led us to analyze the basic metabolic activity.

Raw values of basic respiratory and glycolytic activity show that MCF-7 has the lowest acidification and highest respiration rate. In contrast, HT-29 had the lowest respiration but higher glycolytic activity compared to MCF-7. Other stress-inducing compounds like methyl methanesulfonate (MMS) and *tert*-butyl hydroperoxide (*t*BHP) also showed that MCF-7 cells are the only cells among the cell lines tested in this work that were able to enhance glycolysis when respiration was inhibited, while HT-29 cells were able to increase respiration in stress conditions (supplemental Fig. S1 *A*–*L*). We also showed previously that MCF-7 and HT-29 cells respond differently to other cytotoxic compounds regarding glycolysis and respiration [16], [17].

Impedance measurements reflect cell morphological and cell adhesion changes, e.g., cell-cell and cell-matrix contacts. MCF-7 cells treated with cisplatin showed a rapid decline of impedance after 10–11 h in a dose-dependent manner. In contrast to MCF-7 cells, HCT-116, HepG2, and HT-29 display a lower rate of impedance decrease (lower slope) which could indicate lower sensitivity to cisplatin. This may be explained by a higher basic levels of glycolysis. In a recent study centered on cisplatin and 2-deoxy-D-glucose cotreatment, it was suggested that a high basal glycolytic rate correlates with a more cisplatin-resistant phenotype [18]; our results seem to confirm this observation. Although the rate of impedance reduction is different, all cell lines showed ongoing cell death when cisplatin was removed after 24 h, indicating persistent cellular damage. This is in good agreement with DNA damage being the main mode of cisplatin action [3], [4], [5], [6].

Even after exposure for only 6 h, MCF-7 cells start to die in the same time frame and do not escape cisplatin-induced cell death (data not shown).

Cisplatin treatment also had been associated with specific activation of signaling pathways mediating DNA damage response and cellular proliferation, including p53, MAP-kinases ERK1/2, and Akt1 [19], [20], [21]. It has been shown that ERK1 contributes to apoptosis by activating the tumor suppressor p53 [11], [22]. In our experiments no significant change in these key signaling pathways was observed within the first 8–11 h of cisplatin treatment. Only after 24 h p-Akt1 and p-GSK-3β levels were reduced, and p-ERK1 increased at the higher cisplatin concentration. Thus, these signaling pathways are not primary mediators of cisplatin-induced cell death but rather mirror ongoing cell death.

The specific pro-apoptotic regulation is also confirmed by changes in gene expression, which include a clear induction of pro-apoptotic genes involved in p53-mediated cell fate decision, such as TSP1, maspin, PMAIP1(NOXA), and GADD45a. Expression of these genes was already induced when glycolysis changed and for some genes increased even further until onset of cell death. In contrast, stress response genes including HSP70, DUSP1, ID2, and CYR61 were strongly regulated at glycolysis change without further induction. This suggests that in response to cisplatin, first an initial general stress response is activated before pro-apoptotic cell fate decision occurs. 

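HSPA6, an inducible member of the HSP70 family, rose from a mean signal of 27.6 ± 4.04 (SD, n = 2) in control samples to 290.4 ± 168 at glycolysis change and 360.4 ± 192 at impedance change. Its log2 fold changes were 3.27 (standard error 0.29, adjusted p = 0.0307) and 3.60 (adjusted p = 0.00925) in limma with the replicate block. HSPA2, another member, rose by 1.34 at impedance change (adjusted p = 0.0202) and had 1.44 at glycolysis change (adjusted p = 0.0517). The second probe set of HSPA6 rose by 2.03 at impedance change (adjusted p = 0.0249) and had 2.26 at glycolysis change (adjusted p = 0.0619). A probe set shared by HSPA1A and HSPA1B rose by 0.53 at impedance change (adjusted p = 0.0185) and had 0.52 at glycolysis change (0.0544). Another one had 0.52 and 0.28 (adjusted p = 0.147 and 0.223) and the last, shared also with HSPA1L, 0.77 and 0.27 (adjusted p = 0.155 and 0.419) at glycolysis and impedance change, and neither passed. DUSP1, a phosphatase of MAP kinases, had log2 fold changes of 1.22 at glycolysis change (adjusted p = 0.0784) and 1.18 at impedance change, where it rose (adjusted p = 0.0302). CCN1 (CYR61), a secreted matrix protein, rose at impedance change by 1.36 (adjusted p = 0.0235) and had 1.22 at glycolysis change (adjusted p = 0.0776). ID2 rose at impedance change on the probe set with the lower signal by 1.04 (adjusted p = 0.0245, and 0.0619 at glycolysis change with 1.18). The probe set with the higher signal had 0.65 and 0.21 and did not pass at either time (adjusted p = 0.292 and 0.637). Between glycolysis and impedance change the log2 differences were 0.33 and -0.23 for the first and second probe set of HSPA6 and -0.10 for HSPA2. They were 0.00, -0.24 and -0.50 for the 3 probe sets of HSPA1A and HSPA1B, -0.04 for DUSP1 and 0.15 for CCN1. For the lower and higher of these ID2 probe sets they were -0.14 and -0.45, while a probe set shared by ID2 and ID2B went the other way, with 1.07. The direct test of this difference passed for none of them (adjusted p = 0.995 or more). Over all probe sets it gave fewer small p-values than chance, so this does not argue against a further change. Without impedance replicate 2 the probe set shared with HSPA1L and the higher ID2 probe set had 0.86 and 0.93 at impedance change, above their values at glycolysis change (with the block 0.74, not above, and 0.81). All calls ended without control replicate 1 (adjusted p = 0.0982 to 0.161) or 2 (0.0930 to 0.191), and that of HSPA6 at glycolysis change without glycolysis replicate 1 or 2 (0.284 and 0.349). At impedance change, the calls of DUSP1 (0.0541 and 0.0631) and ID2 (0.0580 and 0.0653) ended without glycolysis replicate 1 or 2, and those of HSPA2 (0.0505) and CCN1 (0.0527) without glycolysis replicate 2, when the second probe set of HSPA6 was also under the minimum signal. With impedance replicate 1 or 2 left out, HSPA2 (4.7e-04 and 1.0e-04), the second probe set of HSPA6 (0.00168 and 8.4e-04), the 3 probe sets of HSPA1A and HSPA1B (0.00103 to 0.0145 and 2.4e-04 to 0.00834), DUSP1 (0.00105 and 3.6e-04), CCN1 (0.00309 and 0.00144) and both ID2 probe sets (0.00132 and 4.8e-04 for the lower, 0.0106 and 0.00416 for the higher) passed at glycolysis change. In the deposited values HSPA2 (0.0386), the second probe set of HSPA6 (0.0409) and ID2 on the lower probe set (0.0484) passed at that time. At impedance change the higher ID2 probe set rose without impedance replicate 2 (0.00792) and had -0.51 without impedance replicate 1, and the probe set shared with HSPA1L rose without impedance replicate 2 (0.00281).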

The time frame observed in our online measurements indicates that this crucial transition occurs around 10 h after onset of cisplatin treatment. Surprisingly, this is in good agreement with a recently published model of p53-dependent cell fate decision in response to DNA damage [23]. Our results also show that p53 target genes are involved in this cell fate decision. Furthermore, the primary p53 regulatory circuit is clearly modulated towards p53 activation and pro-apoptotic signaling by E2F1 and E2F3, the one by an up-regulated and the other by a down-regulated mechanism.

In essence, for the first time we have been able to show a clear time line for cisplatin-induced cell death in different cancer cell lines and to confirm once more that the p53 regulatory circuit is crucial for this cell fate decision, which is further supported by the good agreement of our time line measurements with modeling of the p53 damage response.

## Materials and Methods

### Real-time monitoring of cellular metabolism in living cells

Changes in cellular metabolism and morphology were analyzed using a Bionas 2500 sensor chip system (Bionas, Rostock, Germany). The sensor chips (SC1000) in the Bionas 2500 allow the continuous measurement of three important parameters of cellular metabolism: (*i*) oxygen consumption using Clark-type electrodes, (*ii*) change in the pH of the extracellular environment using ion-sensitive field effect transistors, (*iii*) and the impedance between two interdigitated electrode structures to register the impedance under and across the cell layer on the chip surface. Before measurement, cells were seeded on the sensor chip in DMEM with penicillin/streptomycin and 10% (v/v) FCS (PAA) and incubated in a standard tissue culture incubator at 37°C, 5% CO_2_, and 95% humidity for 24 h until 80–90% confluence was reached. Sensor chips with cells were then transferred to the Bionas 2500 analyzer in which medium is continuously exchanged in 8-min cycles (4 min exchange of medium and 4 min without flow) during which the parameters were measured. The running medium (RM) used during analysis was DMEM without carbonate buffer (PAN Cat. Nr. P03-0010) and only weakly buffered with 1 mM Hepes and reduced FCS (0.1%) and low glucose (1 g/L). For drug activity testing, the four following steps were included: (a) 5 h of equilibration with only running medium with 4 min stop/flow incubation intervals, (b) drug incubation with compounds freshly dissolved in medium at indicated concentrations also with 4 min stop/flow, and (c) a drug free step in which cells are again fed with RM without compound; (d) at the end of each experiment, cell layers are removed by adding 0.2% Triton X-100 to obtain basic signals without living cells on the sensor surface as negative control. Before each experiment, the tubes of the system were cleaned, washed with 70% EtOH and then rinsed with PBS and RM.

### Cell culture

The cell lines that were used included HT-29, HCT116, HepG2, MDA-MB-231, and MCF-7 (all from ATCC); all were cultured in Dulbecco's modified eagle medium (DMEM) (PAA, Pasching, Austria), supplemented with 10% FBS (PAA, Pasching, Austria), 1% penicillin/streptomycin (Gibco Invitrogen) within a CO_2_ incubator at 37°C with 5% CO_2_. For the MDA-MB-231 cell line we have used Leibovitz's L-15 Medium (Gibco Invitrogen) and non-essential amino acids (Gibco invitrogen). All cell lines were seeded at a density of 2×10^5^ in each chip in 450 µL DMEM except MCF-7 with 1.5×10^5^ per chip. After seeding cells were grown on the chip for 20–24 h in standard cell culture conditions to approximately 80–90% confluence on the chip surface at the time of measurement.

### Measurement of mitochondrial oxygen consumption

The measurement was performed using OxoPlate® (PreSens, Germany), 96-well plates which contain an immobilized oxygen sensor at the bottom of each well. Fluorescence is measured in dual mode, excitation 540 nm and emission 650 nm, with reference emission 590 nm. Their signal ratio 650/590 nm corresponds to the oxygen partial pressure. The calibration of the fluorescence reader is performed using a two-point calibration with oxygen-free water (1% Na_2_SO_3_) and air-saturated water with oxygen partial pressure corresponding to 0% and 100%, respectively. 18 µg of freshly isolated mitochondria were suspended in 100 µL of Respiration Buffer (25 mM sucrose, 100 mM KCl, 75 mM mannitol, 5 mM MgCl_2_, 10 mM KH_2_PO_4_, 0.5 mM EDTA, 10 mM Tris, 0.1% fatty acid-free BSA, pH 7.4) containing 10 mM pyruvate, 2 mM malate, 2 mM ADP, and 0.5 mM ATP to activate oxidative phosphorylation. Cisplatin was diluted so that the appropriate concentration in the wells was established after adding the mitochondria. Fluorescence was measured continuously for 400 min with kinetic intervals of 5 min by a Tecan Safire^2^ (Tecan, Maennedorf, Switzerland) microplate reader at 37°C. During the measurements the plates were sealed with a breathable membrane (Diversified Biotech, Boston, MA). Additional controls were 5 µM rotenone (Sigma-Aldrich) as inhibitor of respiratory chain complex I and 1 µM CCCP (carbonyl cyanide 3-chlorophenylhydrazone, Sigma-Aldrich) as uncoupling agent, capable of increasing electron flow through the respiratory chain thereby increasing the oxygen consumption.

### Antibodies and recombinant protein standards for protein microarray

Antibody microarrays [24] based on ArrayTube™ platform (Clondiag, Jena, Germany) utilize isotype-specific capture antibodies and biotinylated phospho-specific detection antibodies against 5 human/mouse/rat proteins of interest: phospho-GSK-3β(S9), phospho-Akt1(S473), phospho-ERK1(T202/Y204), phospho-ERK2(T185/Y187), and phospho-CREB(S133). The microarrays used also antibody pair against human paxillin. Microarray calibration was performed with recombinant protein standards. The antibodies and calibration standards were obtained from R&D Systems, Minneapolis, MN, USA (DuoSet® IC kits). MCF-7 cell protein lysates were isolated directly from the sensor chip at time points when changes in glycolysis and impedance occur, or at other time points indicated. Protein quantification was done as described [25].

### RNA isolation, Affymetrix gene-chip hybridization, reverse transcription and real-time PCR

Total RNA was isolated directly from MCF-7 cells treated in the Bionas system at time points when changes in glycolysis and impedance occur using RNeasy Mini Kit (Qiagen) according to the manufacturer's instructions. RNA quality was examined by agarose gel electrophoresis and concentration was determined by UV absorbance. Affymetrix array analysis (GeneChip® U133 2.0plus Human Genome) was performed according to the manufacturer's protocol. Gene expression profiles were analyzed using the dChip software [26] and rank based normalization [27]; assignment of functional groups was done using DAVID Bioinformatics Resources 6.7 (Database for Annotation, Visualization, and Integrated Discovery) of NIAID (NIH) [12], [13] and free word data mining. For quantitative RT-PCR 250 ng of total RNA was reverse transcribed using oligo(dT)_18_ primer (0.5 mg/mL, Fermentas) and random hexamers primer (100 µM, Fermentas) and RevertAid™ Premium Enzyme Mix. Gene expression was assayed by quantitative real-time PCR on LightCycler® 480 (Roche Applied Science) using LightCycler® 480 SYBR Green I Master with 1 µL cDNA (1∶5 dilution of transcribed cDNA) and the primers listed in Table 2.

**Table 2:** List of forward and reverse primers used to perform quantitative real-time PCR.

Primer name	Primer sequence
ATF3-5s	5′ – CATCCAGAACAAGCACCTC – 3′
ATF3-3as	5′ – GCATTCACACTTTCCAGC – 3′
CDK6-5s	5′ – GATGTGTGCACAGTGTCACGAAC – 3′
CDK6-3as	5′ – GTGGTTTTAGATCGCGATGCAC – 3′
E2F3-5s	5′ – GTTCATTCAGCTCCTGAGCCAG – 3′
E2F3-3as	5′ – CACTTCTTTTGACAGGCCTTGAC – 3′
SESN1-5s	5′ – CTGAAGAGCATCCAGGAAC – 3′
SESN1-3as	5′ – GCAGTAGATAGTGCTGAG – 3′
MALAT-5s	5′ – GGATCCTAGACCAGCATGC – 3′
MALAT-3as	5′ – GGTTACCATAAGTAAGTTCCAG – 3′
GADD45A-5s	5′ – CGATAACGTGGTGTTGTGC – 3′
GADD45A-3as	5′ – GAATGTGGATTCGTCACC – 3′
PMAIP1-5s	5′ – ATGCCTGGGAAGAAGG– 3′
PMAIP1-3as	5′ – CAGGTTCCTGAGCAGAAG– 3′
Humbetaactin-5s	5′ – CTGACTACCTCATGAAGATCCTC– 3′
Humbetaactin-3as	5′ – CTGCTGAAGAAGCACATCGATTC– 3′

### Intracellular ROS determination

MCF-7 and HT-29 cell lines (10^5^ cells/mL medium) were treated with 50 µM cisplatin for 6, 10, 12, and 24 h. After treatment they were trypsinized and resuspended in 1 mL of Dulbecco's PBS (Gibco) supplemented with 1% bovine serum albumin (PAA Laboratories). 10^5^ cells were then incubated for 15 min in the dark with 10 µM dihydroethidium. Accumulation of reactive oxygen species (ROS) was measured by flow cytometry using a FACSCalibur instrument (Becton Dickinson). Excitation and emission settings were 488 nm and 564–606 nm (FL2 filter), respectively. Results are presented as a percentage of cells that showed physiological levels of ROS (low ROS) and a percentage of cells with a high level of ROS.

## Supporting Information

Figure S1 **Real-time response profiles of cellular respiration, glycolysis, and impedance upon MMS or tBHP treatment.** **MCF-7** breast cancer cells or **HT-29** colon carcinoma cells were treated with the strong stress inducing agents methyl methanesulfonate (MMS) and *tert*-butyl hydroperoxide (tBHP). MMS is a methylating agent which leads to strong intracellular ROS formation upon methylation of DNA; tBHP is an organic peroxide that leads to peroxide formation in the medium. Treatment started after 5 h of equilibration of cancer cell cultures in the biosensor chip system and continued over 6 h. **RM** (running medium) marks time with medium without compound; exposure period when compounds were present at indicated concentrations. (**A,D,G,J**) change in respiration (oxygen in the medium), (**B,E,H,K**) glycolysis, depicted as change in acidification of the medium (extracellular pH), (**C,F,I,L**) change in impedance of cell layer (potential between interdigitated electrodes). MCF-7 treated with MMS (A–C); MCF-7 treated with tBHP (G–I); HT-29 treated with MMS (D–F); HT-29 treated with tBHP (J–L).
(TIF)

Table S1 Genes regulated by cisplatin in MCF-7 cells at change of (i) glycolysis (8–9 h) and (ii) impedance (10–11 h).
(XLS)

Table S2 Genes regulated by cisplatin in MCF-7 cells at change of (i) glycolysis (8–9 h) and (ii) impedance (10–11 h).
(XLS)

Table S3 Significantly regulated functional groups*.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

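RNA of MCF-7 cells was measured on 6 Affymetrix arrays that cover 54613 probe sets besides 62 control probe sets. They make 3 groups of 2 samples, without cisplatin (control) and at glycolysis change (8 to 9 h) and impedance change (10 to 11 h) of cells under 50 µM cisplatin on the biosensor chip. Each array's condition and replicate number come from the deposited labels. No depth per sample applies to arrays, and with 2 arrays per group their number limits the precision.

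The deposited intensities are linear signals, 1 per probe set, made by the authors before deposition. The labels name MAS5 as the software, without a version, while the paper's methods name dChip and rank based normalization, so which of them made the deposited intensities is not settled. The values themselves are all above 0, and the arrays have close totals but distributions that are not identical. Genes were assigned from the annotation of the array, in which 41091 probe sets name 1 gene symbol, 1801 name several and 11721 name none. Symbols were brought up to date through the gene identifiers of the RefSeq annotation for 41037 probe sets, which was used for names and not for positions.

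Signals under 1 were raised to 1 and taken to log2. Where a quartile of the log2 signals differed by more than 0.1 between arrays, quantile normalization was planned. The largest such difference was 0.25, so the arrays were quantile normalized (limma 3.58.1 under R 4.3.3). Means and SDs in the text are of normalized linear signals. A probe set was tested where the mean signal of at least 1 group was 100 or more, which left 15614 probe sets of 9043 genes. They were fitted with 3 group means in limma with an intensity trend, with 3 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05 over all probe sets tested. The 3 comparisons were glycolysis change against control, impedance change against control, and impedance change against glycolysis change. All p-values are 2-sided. Log2 fold changes are those of limma, which are differences of mean log2 signals.

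The labels do not state that arrays with the same replicate number were processed together. A fit with the replicate number as a block was planned as an alternative, has 2 residual degrees of freedom, and gives the standard errors and adjusted p printed beside the genes. The fold rule follows the threshold of the paper, a ratio of mean signals of at least 1.75 in either direction at either time with the same minimum signal of 100.

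Before the data were examined, 26 gene lists were fixed. Of these, 23 had at least 3 measured genes, each gene represented by its probe set with the highest mean signal. They were tested with camera at a preset correlation of 0.01, adjusted over the 23 lists of a comparison, with camera at an estimated correlation and with fry as alternatives. The lists hold p53 targets, heat shock genes, the immediate early response, the unfolded protein and integrated stress response, pro-apoptotic and anti-apoptotic genes, G1/S cyclins, CDKs and E2Fs, CDK inhibitors, G2/M and mitosis, DNA repair, Wnt, ErbB, TGF-beta, Hedgehog and MAP-kinase signaling, glycolysis, oxidative phosphorylation, the luminal and estrogen response, P-TEFb and transcription elongation, histones with polyadenylated transcripts, ribosomal proteins, and marker genes of colon lines and of mesenchymal and basal cells. Lists of nuclear long noncoding RNAs, of markers of a liver line and of leukocyte and erythroid markers had fewer than 3 measured genes and were not tested.

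Genes named in the text were chosen by a rule set before the data were examined. It takes every gene the paper names from the arrays, the genes of Table S2, HBA1/HBA2 and HEXIM1, up to 4 members of each list with the smallest adjusted p, and in each comparison the 10 highest and 10 lowest log2 fold changes past the test with separated groups. The last part was applied with the replicate block, since limma without it passed 0 probe sets (1298, 2503 and 44 at an unadjusted p under 0.05 in the 3 comparisons). The values of the paper's tables had been seen by then. Names outside that rule are marked where they stand.

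The alternatives planned were the deposited values, median centring or a rank invariant set in place of quantile normalization, a minimum signal of 50 or 200 or no filter, an offset of 16 or 64 before the log2, limma without a trend or with the 2 compared groups alone, each array left out in turn, the replicate block, the mean of a gene's probe sets, other set tests, thresholds of 1.5-fold and 2-fold, a minimum signal on the mean of all arrays, and ratios of geometric means. The block with another normalization, the block with 1 array left out, and the fold rule on the replicate 1 or the replicate 2 arrays alone or within pairs of arrays were added after the values were seen.

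The fits were tested on 20 simulated sets of arrays with the same design, in which 100 probe sets per size were changed among the 15614. With spreads drawn from the prior of the fit, the blocked limma fit recovered 25.1% of 2-fold and 82.6% of 4-fold changes at glycolysis change, with 5.11% of its calls false, and the fit without the block 2.7% and 23.3%. With the spreads of the data themselves the blocked fit recovered 61.5% and 98.8%, and 10.7% of its calls were false, more than the 0.05 threshold allows. Camera called a raised list in 20 of 20 sets and made 2 calls in 360 tests of lists that were not raised. Genes were simulated without correlation, so this cannot test the calls at the preset correlation where genes of a list correlate. In the data the estimated correlation lay between -0.26 and 0.59 over the lists. Unchanged groups with independent arrays against shared controls were simulated 100 times for the correlation between the times, and differences between replicates, divided by 2, were correlated as a second reference, added after the values were seen. Log2 fold changes of named probe sets that ended under the median signal of the normalized arrays are given as bounds, with signals raised to that median. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 under Python 3.11.15. No array was left out.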

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

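The 6 tests of an explanation in this part were chosen only after the results they bear on had been seen, as were the comparisons within the replicate 1 and the replicate 2 arrays. By fold alone, 1914 probe sets passed at impedance change and 938 at glycolysis change, a ratio of 2.04. A difference made by the normalization between arrays is argued against, since the lowest ratio over 4 normalizations was 1.73. RNA of impedance replicate 2, with the highest 3'/5' ratio of actin, may explain the larger number, since the ratio was 1.06 on the replicate 1 arrays and 3.56 on the replicate 2 arrays. Further change with time may also contribute. Tested probe sets past 1.75-fold at glycolysis change on the replicate 2 arrays were followed on the replicate 1 arrays. Between the times, 81.2% moved there in the direction of that fold (median log2 change 0.24). So did 63.7% of the other probe sets, each in the direction of its own replicate 2 fold. Such a move need not lead away from control on the replicate 1 arrays, so this test separates the explanations weakly.

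The 6 probe sets of HBA1 and HBA2, subunits of hemoglobin, had a median signal of 185 in impedance replicate 2 and a median fold of 5.99 against the control array of the same number, a signal the paper lists among its strongest changes without discussing it. RNA of red blood cells was not seen in other transcripts, since signals of HBB, ALAS2 and SLC4A1 were at most 24.9 on every array. That median was 7.42 times the highest signal of HBB on the same array. All these signals lay under the minimum signal, so whether the probe sets can respond was not shown. Signals of different probe sets are also not comparable, so red blood cells are not excluded. A rise was not confined to impedance replicate 2. On both glycolysis arrays all 6 lay above the control array of the same number. On the replicate 2 arrays these signals were 51.6 to 105 at glycolysis change and 20.0 to 46.6 in the control. That glycolysis array had an actin 3'/5' ratio of 4.24, against 2.21 in control replicate 2. Whether the RNA of impedance replicate 2 or a response of the cells raised these probe sets further cannot be told apart. On the replicate 1 arrays their signals, of at most 64.5, lay under the minimum signal. Their median fold there, 2.69, is not exact, since 5 of the 6 control signals were under the median of the normalized arrays, and it was 1.49 with signals raised to that median. A response of the cells was not tested in another way.

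Probe sets of 1 gene moved apart at impedance change. Of 3300 genes with at least 2 tested probe sets, 1138 had probe sets whose log2 fold changes differed by at least 1 on the replicate 2 arrays, with a median difference of 1.51. On the replicate 1 arrays the same pairs differed in that direction by a median of 0.12, and 63.5% had the same order. The pairs were chosen as extremes on the replicate 2 arrays, so a smaller difference elsewhere follows partly from the choice. Picked on the replicate 1 arrays instead, 225 genes had probe sets that differed by at least 1, and 89.3% had the same order on the replicate 2 arrays. More genes thus had probe sets apart on the replicate 2 arrays. Those folds also use control replicate 2, so this test cannot assign the difference to the RNA of impedance replicate 2. Transcript isoforms as a biological explanation were not tested.

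Samples can be singled out by their control probe sets. Impedance replicate 2 had an actin 3'/5' ratio of 27.2, against 1.40 to 4.24 on the other 5 arrays, a value the paper does not report. Its poly-A spike-in signal was 888, against 160 to 313 on the other 5 arrays, which the paper does not report either.

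A difference between the 2 times was seen for 5 gene lists in camera's direct test at the preset correlation. Genes of p53 signaling were higher at impedance change (median log2 difference 0.10, 20 of 28 positive, adjusted p = 0.0303, but 0.856 with an estimated correlation), but not without glycolysis replicate 1 (0.362), glycolysis replicate 2 (0.143) or impedance replicate 1 (0.755), at a minimum signal of 50 (0.0522), with no filter on low signal (0.124) or no trend in limma (0.0837). Genes of the immediate early response were higher (median 0.18, 24 of 33 positive, adjusted p = 0.0484, but 0.856 with an estimated correlation), but not without glycolysis replicate 1 (0.978) or impedance replicate 1 (0.952), in the deposited values (0.0544), at a minimum signal of 200 (0.169), with no filter (0.161), no trend (0.0791) or the mean of a gene's probe sets (0.133). Genes of G2/M and mitosis were lower (median -0.11, 19 of 27 negative, adjusted p = 0.00468, but 0.856 with an estimated correlation), but not without glycolysis replicate 2 (0.707) or impedance replicate 1 (0.952). Genes of the luminal and estrogen response were lower (median -0.08, 15 of 21 negative, adjusted p = 0.0158, but 0.641 with an estimated correlation), but not without glycolysis replicate 1 (0.561) or impedance replicate 2 (0.949), with no filter (0.115), no trend (0.0831) or the mean of a gene's probe sets (0.127). Histones with polyadenylated transcripts were lower (median -0.15, 9 of 11 negative, adjusted p = 0.00784, but 0.641 with an estimated correlation), but not without glycolysis replicate 2 (0.219) or impedance replicate 2 (0.330) or with no filter (0.0621). In fry 0 lists passed (0.989). With the replicate block, G2/M also ended without glycolysis replicate 1 (0.179) and the luminal and estrogen response without glycolysis replicate 2 (0.191) or impedance replicate 1 (0.0518).

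Lists of genes that the paper does not discuss were shifted against control in camera at the preset correlation. Genes of G2/M and mitosis were lower at glycolysis change (median -0.16, 22 of 27 negative, adjusted p = 0.0218) and at impedance change (-0.28, 21 of 27 negative, adjusted p = 0.00107), but not with an estimated correlation (0.673 and 0.496) or in fry (0.637 and 0.342). The call at glycolysis change ended without control replicate 2 (0.286) or glycolysis replicate 1 (0.298) and, with the replicate block, without control replicate 1 (0.0585) or glycolysis replicate 2 (0.131), and that at impedance change without impedance replicate 1 (0.159). Genes of the luminal and estrogen response were lower at glycolysis change (median -0.14, 17 of 21 negative, adjusted p = 0.00492) and at impedance change (-0.22, 17 of 21 negative, adjusted p = 0.00107), but not with an estimated correlation (0.391 and 0.496) or in fry (0.169 and 0.0606). Without control replicate 1 (0.0736) or glycolysis replicate 2 (0.112) the call at glycolysis change ended.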

How the results depend on the processing

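The replicate block with another normalization or with 1 array left out, and the fold rules on pairs of arrays or on the replicate 1 or 2 arrays alone, were chosen after the results had been seen; the others were set before the data were examined, and all of those were run. In limma without the block, 0 probe sets passed at either time under every normalization, filter, offset and fit (1298 and 2503 at an unadjusted p under 0.05 in quantile normalized values), except without impedance replicate 1, when 74 passed at impedance change and 2 between the times. Where they could be tested, the direction of the named genes against control held under every normalization, minimum signal and offset, except 2 probe sets of MALAT1. Signals near the background limit the folds, since the number of probe sets past 1.75-fold followed the minimum signal by its construction. The cause of the other differences was not tested. Where an array was left out, the lone sample of its group is assumed to vary like the other groups. With the block, that fit has fewer than 2 residual degrees of freedom. Calls that end or appear in it are therefore not evidence about single genes.

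With the replicate block, 30 probe sets passed at glycolysis change and 1373 at impedance change, with 220 and 1549 in the deposited values, 64 and 1536 after median centring and 27 and 1403 with a rank invariant set. With 1 array left out, with or without the block, 0 to 1361 passed at glycolysis change, 0 to 3724 at impedance change and 0 to 826 between the times. With the block the shift of the P-TEFb list reversed (0.771 and 0.965 at glycolysis and impedance change), also in the deposited values (0.613 and 0.834), after median centring (0.737 and 0.906) and with a rank invariant set (0.723 and 0.918). So did those of glycolysis and ribosomal proteins at impedance change after median centring (0.900 and 0.377) and with a rank invariant set (0.918 and 0.344). In fry with the block, also chosen after the results had been seen, as was the block with an estimated correlation, P-TEFb (0.559 and 0.431), glycolysis (0.111) and ribosomal proteins (0.354) reversed, and with the block and an estimated correlation P-TEFb did (0.813 and 0.966). With the block and median centring, 8 lists passed between the times.

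Probe sets past 1.75-fold numbered 373 higher and 1986 lower after median centring, 2999 (1270 higher) at a minimum signal of 50, 1153 (465 higher and 688 lower) at 200, 15043 (7546 and 7497) with no filter, 861 (282 and 579) with an offset of 64, 3959 (1935 and 2024) at 1.5-fold and 1137 (390 and 747) at 2-fold. They numbered 334 higher by the rule on matched pairs, 1024 (202 higher) on crossed pairs and 3475 (1469 and 2006) on the replicate 2 arrays. With 1 array left out they ranged from 2179 to 4125 in all, 790 to 1747 higher and 1227 to 2378 lower, the share at both times from 18.2 to 52.8% and the correlation of the times from 0.685 to 0.928. With no filter that correlation was 0.593.

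Of 23 lists, 9 passed at glycolysis change, 9 at impedance change and 5 between the times. With an estimated correlation or fry 0, 0 and 0 passed, with the block too, except Hedgehog signaling at impedance change in fry with the block (0.0277), with no filter 1 and with no trend 2 between the times, and with 1 array left out 5 to 11 at impedance change and 1 to 6 between the times. Lists that had not passed reversed their direction. In the deposited values P-TEFb did at glycolysis change (0.996), after median centring glycolysis (0.999) and ribosomal proteins (0.231) at impedance change, the latter also with a rank invariant set (0.298), with the 2 compared groups alone (0.996) and in fry (0.708, with glycolysis 0.889). At a minimum signal of 200 glycolysis and P-TEFb did at glycolysis change (0.951 for both) and CDK inhibitors at impedance change (0.954), and with no filter colon line markers (0.787). With the mean of a gene's probe sets DNA repair, glycolysis and P-TEFb did at glycolysis change (0.983 for each) and ribosomal proteins at impedance change (0.585).

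With 1 array left out, lists whose direction turned had adjusted p at glycolysis change from 0.0571 to 0.935 (unfolded protein response), 0.203 to 0.991 (DNA repair), 0.405 to 0.978 (glycolysis), 0.595 to 0.951 (P-TEFb), 0.283 to 0.991 (histones), 0.385 to 0.955 (ribosomal proteins) and 0.325 to 0.982 (colon line markers). At impedance change they were 0.0488 to 0.911 (unfolded protein response), 0.203 to 0.943 (DNA repair), 0.410 to 0.924 (glycolysis), 0.616 to 0.997 (P-TEFb) and 0.505 to 0.998 (ribosomal proteins), and between the times 9.8e-08 to 0.919 (p53 targets) and 2.7e-09 to 0.978 (immediate early response). Log2 fold changes that changed sign with 1 array left out, at glycolysis change, were those of 5 probe sets of MALAT1 (-1.58 to 0.14, -0.88 to 0.64, -1.39 to 0.31, -1.31 to 0.30 and -1.48 to 0.31), 3 of THBS1 (-0.033 to 0.40, -1.18 to 0.021 and -0.64 to 0.057), TPX2 (-0.94 to 0.064), CDK7 (-0.52 to 0.042), CCNB1 (-0.33 to 0.024), SAP30 (-2.45 to 0.33) and 2 of HBA1 and HBA2 (-0.25 to 2.18 and -0.44 to 2.13). At impedance change they were those of the same 5 of MALAT1 (-1.90 to 0.61, -0.65 to 0.95, -1.23 to 0.48, -2.13 to 1.89 and -2.35 to 1.89), of THBS1 (-0.081 to 0.36), ID2 (-0.51 to 0.93) and a probe set of HSPA1A, HSPA1B and HSPA1L (-0.31 to 0.86). With an offset of 64, 2 probe sets of MALAT1 turned to 0.059 and 0.060.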

Differences from the paper's values

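In this part, the rules on pairs of arrays and the comparisons within the replicate 1 or replicate 2 arrays were chosen only after the values had been seen. The paper's number of probe sets past its threshold of 1.75-fold and a signal of 100 that were higher is 335, and here 830 were. Of the alternatives set before the data were examined, the number was within 1.5 times the paper's after median centring (373), at a minimum signal of 200 (465), with an offset of 64 (282) and at 2-fold (390). It was not in the deposited values (590), with a rank invariant set (632), at a minimum signal of 50 (1270), with no filter (7546), with an offset of 16 (609), at 1.5-fold (1935), with the minimum signal on the mean of all arrays (684), with geometric means (791) or without any 1 array (790 to 1747). A rule chosen after seeing the values, and found by trying several, took a log2 ratio of at least 0.8 in both pairs of arrays with the same number in the deposited values. It gave 335 higher and 1003 lower probe sets with the 1 control probe set of Table S1 and shared 1337 of 1337 other probe sets with that table, so it drops 0 of the paper's own. With the pairs crossed it gave 1024 probe sets, 848 of them in Table S1. The quantile normalized fold rule shared 1155 probe sets with Table S1 and lacked 182. All 1338 folds of Table S1 at impedance change lay within 0.001 of the deposited values on the log2 scale. The differences given below for DUSP1, ID2 and CCN1 were not seen in the deposited values, so they came with the normalization used here. The deposited values shifted the median of all probe sets at glycolysis change by -0.11 against the quantile normalized ones.

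The paper's log2 fold change of DUSP1 at glycolysis change is 1.08 (Table S1), and here it was 1.22. It was within the replicate SD in the deposited values (1.08), with a rank invariant set (1.14), with an offset of 16 (1.18) or 64 (1.08), without control replicate 1 (1.08) and without glycolysis replicate 2 (1.00), but not after median centring (1.21) or without control replicate 2 (1.36), glycolysis replicate 1 (1.43), impedance replicate 1 (1.22) or impedance replicate 2 (1.22).

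For ID2, on the probe set with the lower signal, the paper's value at glycolysis change is 1.05, and here it was 1.18. It was within the replicate SD in the deposited values, but not after median centring (1.18), with a rank invariant set (1.11), with an offset of 16 (1.14) or 64 (1.03), or without any 1 array (1.17 to 1.19).

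For CCN1 the paper's value at glycolysis change is 1.09, and here it was 1.22. It was within the replicate SD in the deposited values (1.09), with a rank invariant set (1.16) and with an offset of 16 (1.12), but not after median centring (1.22), with an offset of 64 (0.91) or without control replicate 1 (0.94), control replicate 2 (1.49), glycolysis replicate 1 (1.58), glycolysis replicate 2 (0.86), impedance replicate 1 (1.22) or impedance replicate 2 (1.22).

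The paper states that most genes were regulated at both times. Of the 1998 probe sets past 1.75-fold, 854 (42.7%) were past it at both times, with 50.8% on the replicate 1 arrays, 52.8% without control replicate 2 and 18.2% without impedance replicate 1. In the paper's own Table S1, 940 of 1338 (70.3%) are past 1.75-fold at both times.

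The paper states that the genes most regulated at glycolysis change were not induced further. Of its 15 most induced probe sets at that time in Table S2, 14 had a higher mean at impedance change, with a median further log2 change of 0.33, and of the 15 most decreased 11 lay lower, 7 of them on both the replicate 1 and the replicate 2 arrays. In limma with the replicate block 0 of these passed the direct test between the times (2 and 0 at an unadjusted p under 0.05). As fewer probe sets than chance reached that p in this test, passing 0 is weak evidence for the paper's statement. Of the stress genes it names, HSP70 had log2 differences between the times of 0.33 and -0.23 on the 2 probe sets of HSPA6, -0.10 for HSPA2 and 0.00, -0.24 and -0.50 on those of HSPA1A and HSPA1B, DUSP1 -0.04, CCN1 0.15, and ID2 -0.14 on the lower and -0.45 on the higher probe set and 1.07 on one shared with ID2B. The values of 0 and below show no further rise, as the paper states, but those of -0.50 and -0.45 depended on impedance replicate 2. Without it these probe sets had 0.86 and 0.93 at impedance change, above 0.77 and 0.66 at glycolysis change (with the block 0.74 and 0.81).

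The paper places strong regulation of HSP70, DUSP1, ID2 and CYR61 at glycolysis change. HSPA6 passed at that time with the replicate block. DUSP1 and the lower ID2 probe set passed only at impedance change, with log2 fold changes that were not larger (1.18 against 1.22 and 1.04 against 1.18). That of CCN1 was larger (1.36 against 1.22). The adjustment is made for each comparison, so passing at 1 time only does not show stronger regulation then. At glycolysis change DUSP1 (adjusted p = 0.0784), ID2 (0.0619) and CCN1 (0.0776) did not pass, although their log2 fold changes were above 1. They passed with the block without impedance replicate 1 (0.00105, 0.00132 and 0.00309) or 2 (3.6e-04, 4.8e-04 and 0.00144), and ID2 in the deposited values with the block (0.0484).

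Fig. 8C shows MALAT1 and SESN1 as higher and E2F3 as lower at both times. The paper also tested these genes by RT-PCR on independent samples (Fig. 8A and B). It reports small but significant changes in the same directions, and those data were not examined here. Of 6 tested probe sets of MALAT1, 1 rose at impedance change with the replicate block. It is the paper's own, with 0.98 and 1.32 at the 2 times against the paper's 0.87 and 1.24 (Table S1), within the replicate SD. Of the 6 tested probe sets, 5 at glycolysis change and 4 at impedance change had a negative log2 fold change. These signs depended on single arrays. Without control replicate 1 the 5 were positive at glycolysis change (0.14 to 0.64). Without impedance replicate 2, 3 of the 4 were positive at impedance change (0.61, 1.89 and 1.89), as in Fig. 8C, and with the block the last 2 of these passed (1.15 and 1.11, adjusted p = 0.00725 and 0.0176) and the first was -0.17, while without impedance replicate 1 all 5 others were negative (-2.35 to -0.65). E2F3 had -0.99 and -0.68 (adjusted p = 0.148 and 0.147) and passed at glycolysis change without impedance replicate 1 (0.0277) or 2 (0.0152). SESN1 had 0.79 and 0.93 (adjusted p = 0.198 and 0.0664) and passed at glycolysis change without impedance replicate 1 (0.0345) or 2 (0.0216) and at impedance change without impedance replicate 2 (0.00703). The paper names TSP1 (THBS1) as strongly induced, and 1 of its 4 tested probe sets rose at impedance change. It is the paper's own, with 1.11 and 1.68 at the 2 times against the paper's 1.13 and 1.70 (Table S1). Of the other 3, 2 had negative log2 fold changes at impedance change (-0.41 and -1.05).

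The paper reports enrichment of cell cycle control and apoptosis among genes higher at impedance change, and of Hedgehog signaling among lower genes. Lists of pro-apoptotic genes (camera, adjusted p = 0.120), CDK inhibitors (0.539), G1/S cyclins, CDKs and E2Fs (0.300) and Hedgehog signaling (0.178) did not pass at impedance change, although the p53 list did with 3.8e-04, as did the Wnt list with 1.8e-05. With an estimated correlation (0.496 for both) and in fry (0.127 for both) neither of these 2 passed. Nor did the pro-apoptotic list in these tests (0.496 and 0.0606). The pro-apoptotic list passed without impedance replicate 2 (0.0204) and, with the replicate block, without glycolysis replicate 1 (0.0413), glycolysis replicate 2 (0.0407) or impedance replicate 2 (0.0144). Hedgehog signaling passed at a minimum signal of 50 (0.00198) or 200 (0.0493), with no filter (0.00275), in fry with the block (0.0277), chosen after the results were seen, and in camera with the block without glycolysis replicate 1 (0.0318) or 2 (0.0401). These lists are not the gene sets the paper used. The kind of test differs too, since the paper tested enrichment among genes called higher or lower, and camera tests a shift of a whole list. A list in which few genes move, or genes move both ways, can be enriched without being shifted. A list that did not pass here therefore does not contradict the paper's enrichment.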

Other observations

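In this part, the replicate block with 1 array left out and the block with another normalization were chosen only after the results had been seen. Single genes of the luminal and estrogen response fell under cisplatin, although the list did not pass with an estimated correlation (0.391 and 0.496 at glycolysis and impedance change). GATA3, a transcription factor that keeps luminal identity, fell from a mean signal of 7989 ± 43.3 (SD, n = 2) to 5458 ± 48.1 at glycolysis change and 5026 ± 146 at impedance change, with log2 fold changes of -0.55 (standard error 0.06, adjusted p = 0.0372) and -0.67 (adjusted p = 0.00985) in limma with the replicate block. NRIP1, a corepressor of the estrogen receptor, fell from 1414 ± 179 to 525 ± 17.9 and 433 ± 48.3 (adjusted p = 0.0379 and 0.00985). At impedance change ESR1, the estrogen receptor gene, fell by 0.79 (adjusted p = 0.0499) and CDH1, the gene of E-cadherin, fell by 0.33 (adjusted p = 0.0421). Of 21 measured genes of the luminal and estrogen response, 2 fell at glycolysis change and 4 at impedance change, and 19 and 17 did not pass. Adjusted over the list alone, 2 fell at glycolysis change, and 6 fell and 1 rose at impedance change. These calls ended without control replicate 1 (adjusted p = 0.136 to 0.479) or 2 (0.0988 to 0.201) and without glycolysis replicate 1 or 2 at glycolysis change (0.682 and 0.349 for GATA3, 0.684 and 0.349 for NRIP1) and for ESR1 (0.0986 and 0.109) and CDH1 (0.0986 and 0.110) at impedance change. ESR1 did not pass without impedance replicate 1 (0.0729), CDH1 not without impedance replicate 2 (0.0724), after median centring (0.0738) or with a rank invariant set (0.0531), and GATA3 not at glycolysis change after median centring (0.0704) or with a rank invariant set (0.0578).

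HEXIM1 was higher on its second probe set too, which rose by 0.94 at impedance change (standard error 0.16, adjusted p = 0.0230, and 0.0704 at glycolysis change with 0.88), but not without control replicate 1 (0.136) or 2 (0.134) or glycolysis replicate 1 (0.0603) or 2 (0.0658), and it passed at glycolysis change without impedance replicate 1 (0.00594) or 2 (0.00278). POLR2A, the largest subunit of RNA polymerase II, rose by 0.64 (adjusted p = 0.0377), but not without control replicate 1 (0.142) or 2 (0.185), glycolysis replicate 1 (0.0816) or 2 (0.0951) or impedance replicate 2 (0.106). These 2 genes rose among 17 measured genes of P-TEFb and transcription elongation, and 15 did not pass. The list had medians of 0.08 and 0.12 and did not pass (camera, adjusted p = 0.843 and 0.740), in a direction that was downward, against the sign of the medians, and that turned at glycolysis change in the deposited values and at both times with the replicate block.

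Of 21 measured genes of glycolysis, 1 rose and 1 fell at impedance change, and 21 of 21 did not pass at glycolysis change. The list's medians were 0.04 and -0.03 and its means 0.05 and 0.08 (camera, adjusted p = 0.884 and 0.858). Of 51 measured genes of oxidative phosphorylation, 51 did not pass at either time (medians 0.05 and 0.07, 36 positive at each time, camera adjusted p = 0.0600 and 0.231). That list passed upward at glycolysis change after median centring (0.00348), with a rank invariant set (0.0239), with the mean of a gene's probe sets (0.0262) and without control replicate 1 (0.00941), and at both times without impedance replicate 2 (0.0497 and 0.0367). With an estimated correlation (0.391 and 0.496) or in fry (0.174 and 0.127) it did not pass at either time.

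Other lists had no shift that passed against control. Camera gave adjusted p of 0.658 and 0.539 for 36 measured genes of DNA repair (medians -0.02 and -0.02), 0.823 and 0.342 for 11 histones with polyadenylated transcripts (0.04 and -0.10), and 0.823 and 0.960 for 39 ribosomal proteins (0.01 and 0.01). Ribosomal proteins passed at glycolysis change after median centring (9.8e-04), and their direction at impedance change turned under that scaling and with a rank invariant set. Of the DNA repair genes 1 rose and 1 fell at impedance change. Markers of colon lines (3 measured, adjusted p = 0.818 and 0.342) and of mesenchymal and basal cells (6 measured, 0.294 and 0.376) did not pass, except the latter at glycolysis change without glycolysis replicate 1 (0.0344). Of the nuclear long noncoding RNAs 2 were measured, and of the markers of a liver line and of leukocytes and erythroid cells 0 passed the minimum signal on a probe set of 1 gene. Probe sets shared by HBA1 and HBA2, left out of the lists as they name 2 genes, did pass it.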
